# METTL3 is essential for postnatal development of brown adipose tissue and energy expenditure in mice

**DOI:** 10.1038/s41467-020-15488-2

**Published:** 2020-04-03

**Authors:** Yuqin Wang, Ming Gao, Fuxing Zhu, Xinzhi Li, Ying Yang, Qiuxin Yan, Linna Jia, Liwei Xie, Zheng Chen

**Keywords:** Endocrine system and metabolic diseases, Endocrine system and metabolic diseases

## Abstract

Brown adipose tissue (BAT) undergoes rapid postnatal development and then protects against cold and obesity into adulthood. However, the molecular mechanism that determines postnatal development and maturation of BAT is largely unknown. Here we show that METTL3 (a key RNA methyltransferase) expression increases significantly in interscapular brown adipose tissue (iBAT) after birth and plays an essential role in the postnatal development and maturation of iBAT. BAT-specific deletion of *Mettl3* severely impairs maturation of BAT in vivo by decreasing m^6^A modification and expression of *Prdm16*, *Pparg*, and *Ucp1* transcripts, which leads to a marked reduction in BAT-mediated adaptive thermogenesis and promotes high-fat diet (HFD)-induced obesity and systemic insulin resistance. These data demonstrate that METTL3 is an essential regulator that controls iBAT postnatal development and energy homeostasis.

## Abstract (web summary)

N6-methyladenosine (m^6^A) is one of the most prevalent mRNA modifications in eukaryotes. Here the authors show that the m^6^A writer protein methyltransferase-like (METTL) 3 plays an important role for the development of brown adipose tissue.

## Introduction

Obesity and its associated diseases affect billions of people around the world. Obesity results from an imbalance between energy intake and energy expenditure. Increasing energy expenditure is an efficient way to treat obesity^1–3^. Brown adipose tissue (BAT) dissipates the mitochondrial electrochemical gradient to generate heat through uncoupling protein1 (UCP1)^1,4^. It has been shown that adult humans also have functional UCP1-positive brown adipocytes^5–7^, and activation of BAT by cold stimuli leads to a decrease in fat mass^8^. Brown adipocytes undergo postnatal development to mature and gain function^9,10^. Thus, identification of targetable factors that promote postnatal development and function of BAT is an attractive strategy for treating obesity.

It has been demonstrated that PRDM16 and PPARγ are early key transcriptional factors in the fate-determination of brown fat^10–13^. In addition, PGC-1α expression is induced by cold challenge or by β3-adrenergic agonists^14,15^. PGC-1α then triggers mitochondrial biogenesis, oxidative metabolism, and thermogenesis by inducing expression of *Ucp1* and many other genes^14,15^. Whether their mRNA N6-methyladenosine (m^6^A) modification regulates BAT development and energy expenditure is largely unknown.

m^6^A is one of the most prevalent mRNA modifications in eukaryotes^16^. RNA m^6^A modification can be catalyzed by m^6^A writer proteins (METTL3/METTL14/WTAP)^17,18^, recognized by m^6^A reader proteins (YTHDF1-3)^19,20^, and removed by m^6^A eraser proteins (FTO and ALKBH5)^21,22^. Recent studies have demonstrated that m^6^A modification regulates most RNA processing steps, including mRNA splicing^23^, mRNA stability^24^, translation efficiency^25^, microRNA maturation^26^, and X chromosome imprinting^27^ by m^6^A writer, reader, and eraser proteins, which further modulate a variety of biological processes such as circadian rhythms^28^, DNA damage response^29^, stem cell differentiation^30,31^, and white fat cell differentiation^32,33^. Methyltransferase-like 3 (METTL3), a key RNA methyltransferase, has been demonstrated to regulate neurogenesis^34^, spermatogenesis^35,36^, early embryonic development^31^, stem cell pluripotency in mice^30,31^, and white fat cell differentiation in vitro^37^. However, whether METTL3-mediated m^6^A modification of mRNA regulates interscapular brown adipose tissue (iBAT) postnatal development and thermogenesis is not investigated.

Here, we report that METTL3 is an essential iBAT-enriched RNA methyltransferase and controls iBAT postnatal development and maturation by regulating m^6^A modification and expression of *Prdm16*, *Pparg*, and *Ucp1* transcripts. BAT-specific knockout of *Mettl3* leads to a marked reduction in BAT-mediated adaptive thermogenesis and further promotes high-fat diet (HFD)-induced obesity and systemic insulin resistance. These data demonstrate that METTL3 is an essential regulator that controls iBAT postnatal development and energy homeostasis.

## Results

### METTL3 is enriched in iBAT and associated with postnatal development of iBAT

First, we observed that METTL3 was highly enriched in interscapular BAT (iBAT) compared with that in inguinal white adipose tissue (iWAT) and epididymal white adipose tissue (eWAT) (Fig. 1a), indicating that METTL3 may regulate the function of iBAT. Next, to determine whether METTL3 is associated with the postnatal development of iBAT, we measured METTL3 expression in iBAT at different ages after birth. METTL3 protein levels were dramatically increased in iBAT at 1 day of age, reached the maximal level at 5 days of age, and began a slight decline after 10 days of age (Fig. 1b). As expected, the UCP1 levels were highly induced in iBAT at 1 day of age, reached the maximal level between 10 and 20 days of age, and began a slight decline after 20 days of age (Fig. 1b). These data demonstrate that METTL3 expression shows a similar expression pattern with UCP1 in iBAT during early development after birth, indicating that METTL3 may have an important role in the postnatal development of iBAT.

**Fig. 1:**
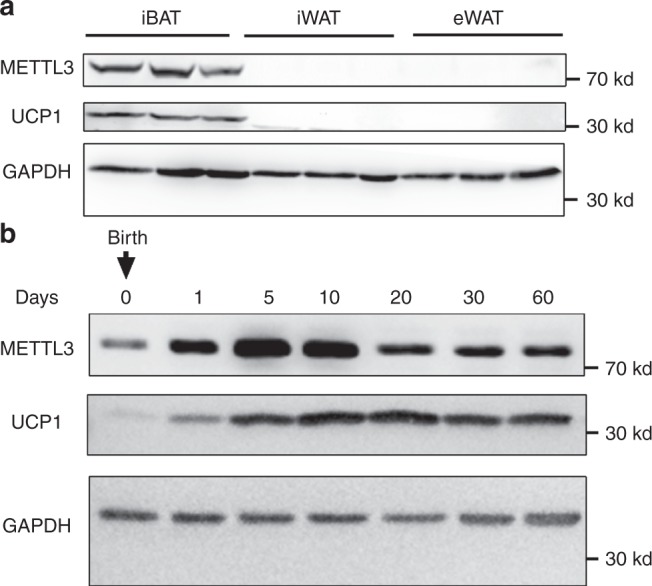
METTL3 is enriched in iBAT and associated with postnatal development of iBAT. **a** METTL3 and UCP1 protein levels in iBAT, iWAT, and eWAT of C57BL/6 male mice at 8 weeks of age. **b** METTL3 and UCP1 protein levels in iBAT at 0, 1, 5, 10, 20, 30, and 60 days after birth. These experiments were repeated three times independently with similar results. Source data are provided as a Source Data file.

### METTL3 is essential for postnatal development of iBAT

To further determine whether METTL3 regulates iBAT postnatal development, we generated BAT-specific *Mettl3* knockout (BKO) mice by crossing *Mettl3*-floxed mice (Supplementary Fig. 1a–c) with *Ucp1*-iCre transgenic mice, in which IRES-Cre was inserted between exon 6 and the 3′ untranslated region (UTR) to allow *Ucp1* and iCre expression at the same time with lower levels^38^. *Ucp1* expression is induced after 18 days of gestation and shows a rapid increase until 10 days after birth^9^. Thus, *Ucp1*-iCre is supposed to delete genes in iBAT shortly after birth. METTL3 protein levels in iBAT of BKO mice began to decline at 5 days of age (see below). METTL3 was specifically deleted in iBAT but not in other tissues such as eWAT, liver, and skeletal muscle in 8-week-old BKO mice (Supplementary Fig. 1d). We also noted that METTL3 was highly enriched in iBAT compared with that in eWAT (Supplementary Fig. 1d). We did not observe any difference in body weight (Supplementary Fig. 2a), iBAT morphology (Supplementary Fig. 2b), iBAT weight (Supplementary Fig. 2c), or cold challenge (Supplementary Fig. 2d) between *Mettl3*^flox/flox^ and *Ucp1*-iCre mice. Therefore, we used *Mettl3*^flox/flox^ mice as the control for BKO mice in the following experiments. Surprisingly, the morphology of iBAT in BKO mice appeared abnormal, enlarged and “whitening” roughly after 5 days of age (Fig. 2a–c). Consistently, the weight of iBAT in BKO mice was significantly higher than that of flox/flox mice (Fig. 2d), which did not affect the body weight gain of BKO mice during postnatal development (Fig. 2e). The enlarged iBAT was attributable to large cytosolic lipid droplet accumulation, resulting in an increase in average adipocyte size (steatotic hypertrophy) (Fig. 2c). The key thermogenic protein, UCP1, was significantly increased during postnatal development in iBAT of flox/flox mice, whereas its induction was blocked in iBAT of BKO mice (Fig. 2f). The blockage of UCP1 induction in iBAT of BKO mice during postnatal development was associated with the decline of METTL3 in BKO mice after 5 days of age (Fig. 2f). These data indicate that METTL3 is necessary for postnatal development of iBAT.

**Fig. 2:**
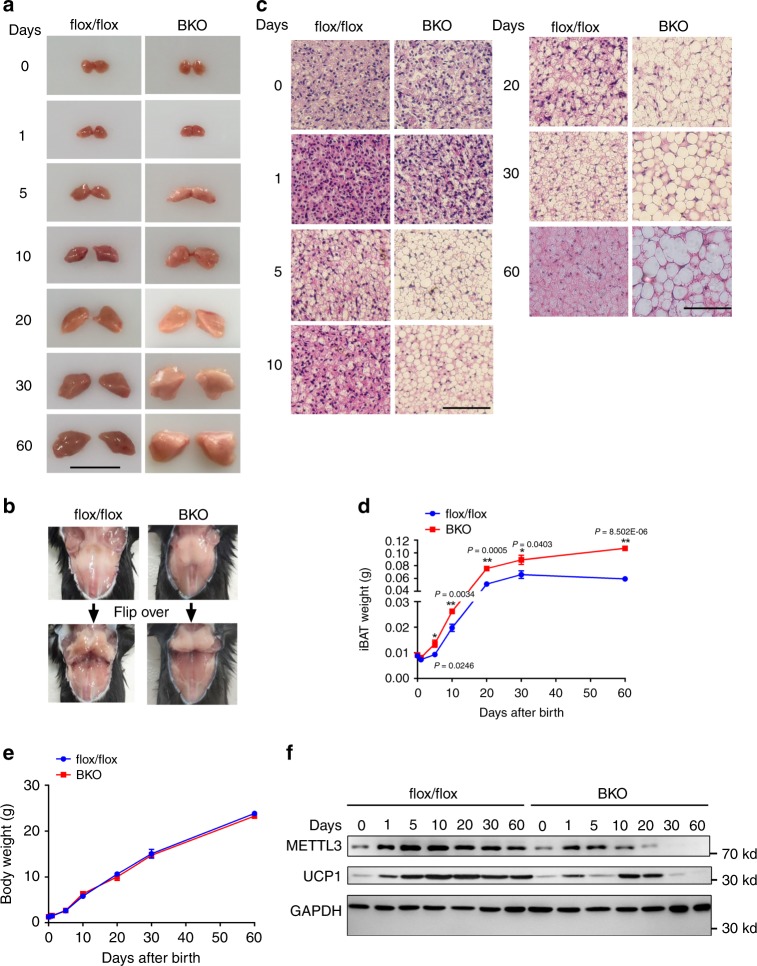
METTL3 is required for postnatal development of iBAT. **a** Gross appearance of iBATs in *Mettl3*^flox/flox^ and BKO mice at 0, 1, 5, 10, 20, 30, and 60 days after birth. The scale bar represents 1 cm. **b** Gross appearance of iBATs in *Mettl3*^flox/flox^ and BKO mice at 8 weeks of age. **c** Hematoxylin and eosin (H&E) staining of iBATs in *Mettl3*^flox/flox^ and BKO mice at 0, 1, 5, 10, 20, 30, and 60 days after birth. Scale bars represent 100 μm. Three mice for each group were used for H&E staining with similar results. **d**, **e** iBAT and body weight of METTL3 ^flox/flox^ and BKO mice at 0, 1, 5, 10, 20, 30, and 60 days after birth (*n* = 5–8 for each group). **f** METTL3 and UCP1 protein levels in iBAT of *Mettl3*^flox/flox^ and BKO mice at 0, 1, 5, 10, 20, 30, and 60 days after birth. This immunoblotting experiment was repeated three times independently with similar results. Data represent the mean ± SEM. Significance was determined by unpaired two-tailed Student’s *t* test analysis. *p < 0.05. **p < 0.01. Source data are provided as a Source Data file.

### BAT-specific deletion of *Mettl3* results in dramatically decreased expression of BAT-selective genes

To further explore the molecular mechanisms of the impaired postnatal development of iBAT in BKO mice, we examined the whole transcriptional profiles of iBAT in both BKO and flox/flox mice by performing RNA sequencing (RNA-seq) analysis. As shown in Fig. 3a, 530 genes were downregulated, and 1552 genes were upregulated. Gene Ontology analysis showed that genes related to developmental maturation, respiratory electron transport chain, adaptive thermogenesis, and energy deprivation were dramatically downregulated, whereas genes associated with inflammation, muscle system process, and muscle cell development were significantly upregulated (Fig. 3b). Quantitative PCR analysis further supported these RNA-seq data. The general markers of iBAT, such as *adiponectin, aP2, Pparg, Glut4*, and *Cebpα*, were dramatically decreased in BKO mice (Fig. 3c). Lipogenesis-, lipolysis-, and fatty acid oxidation-related genes, including *Srebp1, Fasn, ATGL, MgII, Pparα, Cpt2*, and *Cpt1b*, were also decreased in BKO mice (Fig. 3c). Thermogenic genes, including *Pgc-1α, Ucp1, Prdm16, Adrb3*, and *Cidea*, were significantly downregulated (Fig. 3c). UCP1, PGC-1α, PPARγ, and PRDM16 protein levels were also dramatically reduced in iBAT of BKO mice (Fig. 3d). Decreased PGC-1α levels also resulted in reduced mitochondrial number (Fig. 3e). In addition, most of genes related to mitochondrial oxidative phosphorylation (OXPHOS), including the components of complexes I, II, III, IV, and V, were dramatically reduced in BKO mice (Fig. 3c, f). Interestingly, the genes associated with muscle system process and muscle cell development, including *Acta1*, *Casq2*, *Tnnc1*, *Myoglobin*, *MHC-1β*, *MHC-IIα,* and *MEF2c*, were dramatically increased in iBAT of BKO mice (Fig. 3c), indicating that BAT-specific deletion of *Mettl3* may promote the brown fat-myoblast conversion. These data also suggest that BAT-specific deletion of *Mettl3* impairs postnatal development of iBAT by decreasing expression of BAT-selective genes.

**Fig. 3:**
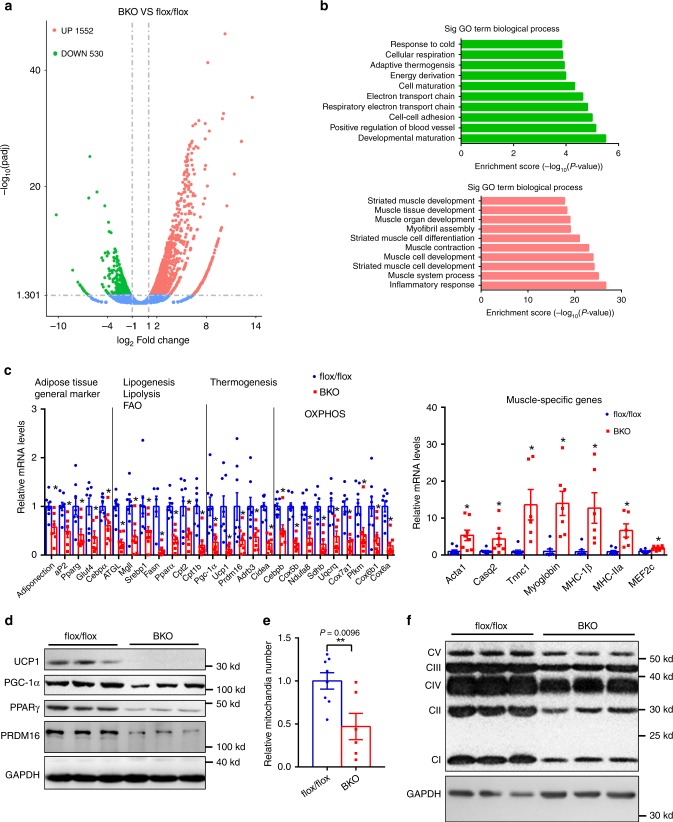
BAT-specific deletion of *Mettl3* dramatically decreases expression of BAT-selective genes RNA-seq analysis was performed in the iBATs of *Mettl3*^flox/flox^ and BKO mice at 8 weeks old. **a** The differentially expressed genes (DEGs) (BKO VS flox/flox) including 530 downregulated genes and 1552 upregulated genes were illustrated in a volcanoplot (fold change > 2 and *q* value < 0.005). **b** Top GO biological process terms enriched in downregulated and upregulated genes. **c** Relative mRNA levels (*n* = 5–8 for each group). **d** UCP1, PGC-1α, PPARγ, PRDM16, and GAPDH protein levels in iBATs of 8-week-old *Mettl3*^flox/flox^ and BKO mice were determined by Western blot (*n* = 3 for each group). **e** Relative mitochondria number in iBATs of 8-week-old *Mettl3*^flox/flox^ and BKO mice (*Mettl3*^flox/flox^, *n* = 8; BKO, *n* = 6). **f** Mitochondrial complex protein levels in iBATs of 8-week-old *Mettl3*^flox/flox^ and BKO mice were determined by western blot (*n* = 3 for each group). Data represent the mean ± SEM. Significance was determined by unpaired two-tailed Student’s *t* test analysis. *p < 0.05. **p < 0.01. Source data are provided as a Source Data file.

Lipid uptake has an important role in lipid accumulation and BAT function^39,40^. CD36 is the main fatty acid transporter in iBAT^39^. The lipoprotein lipase (LPL) and its inhibitor angiopoietin-like protein 4 (ANGPTL4) in iBAT controls cold-induced triglyceride uptake in BAT^39,40^. We measured the expression of *Cd36*, *Lpl*, and *Angptl4*. As shown in Supplementary Fig. 3, their mRNA levels were not altered in the iBAT of BKO mice. These data indicate that lipid uptake is not changed in the iBAT of BKO mice, which less likely contributes to the whitening of iBAT in BKO mice.

### METTL3 is necessary for m^6^A modification and expression of *Prdm16*, *Pparg*, and *Ucp1* transcripts

To further determine whether METTL3 regulates m^6^A modification of mRNA related to brown fat differentiation and thermogenesis, we performed m^6^A RNA immunoprecipitation sequencing (m^6^ARIP-seq) analysis in iBAT of BKO and control mice. 

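The deposited table compares 9243 regions of the genome between flox/flox and BKO iBAT. *Mettl3*, the gene deleted in BKO mice, had no region in it (chromosome 14, 52294841 to 52308741 in GRCm38), so the targeted transcript gives no check of the genotype labels here. In m6ARIP-seq, an antibody against m6A captures fragments of poly(A)+ RNA (IP), and their reads are set against those of the fragments before capture (input). There was 1 IP and 1 input library per genotype, made from 300 μg of total RNA pooled from 5 mice at 8 weeks of age. The authors trimmed adaptors with skewer, mapped reads to GRCm38 with BWA and called peaks with MACS2. For each region the table gives the read count of every library, the reads scaled to library size (RPM), and the fold enrichment, which is the IP RPM divided by the input RPM. It also gives the log2 ratio of BKO over flox/flox fold enrichment and whether a peak was called in each genotype. The authors added 1 to each count before scaling, so regions without reads still have an enrichment. The RPM values imply totals of 8309098 reads for the flox/flox IP, 8826904 for the flox/flox input, 13687380 for the BKO IP and 13394053 for the BKO input. Of the flox/flox IP reads, 48.4% lay in the listed regions, against 28.7% of the BKO IP reads. A region held a median of 20 input reads in flox/flox and 59 in BKO iBAT. Regions listed under several genes were counted once in counts of regions and under each gene in counts of genes, log2 ratios were recomputed from the deposited fold enrichments, and a gene was represented by its most enriched region. Since there is no replicate library, the differences have no replicate check and no p-value across genes is given. The 95% intervals given with fold enrichments cover the counting error of these libraries only, and they treat 2 reads as 1 fragment because most low counts were even. Fold enrichments are relative to each library's own total, and only regions with a fold enrichment above 1 in both genotypes were listed.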

Each sample was pooled from five mice for each group. 

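In iBAT of flox/flox mice, 6247 of the listed regions were called as m6A peaks, and most of them lay at the 3′ end of genes. The center of the peak was labelled 3′-UTR for 40.2% and last exon for 26.5%, together 66.7% (95% Wilson interval 65.5 to 67.8%). The 3′-UTR peak of *Angptl4*, which encodes an inhibitor of lipoprotein lipase, had a fold enrichment of 17.5, and the last-exon peak of *Adipoq*, which encodes adiponectin, had one of 5.81. Peaks in the 5′-UTR made up 2.11% and those in first exons 1.90%. *Cox8b*, a cytochrome c oxidase subunit of brown adipocytes, carried such a first-exon peak with a fold enrichment of 6.69. A further 5.73% lay in internal exons and 9.48% in introns, and 12.8% had no gene named. Among peaks in exons alone, the last exon and 3′-UTR held 87.2%. Places are the authors' labels for the peak center, which have no class for the stop codon, and the sources used here do not give how a last exon was told from its 3′-UTR. Sequence motifs were not analysed here.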

Consistent with published m^6^ARIP-seq results^41^, the m^6^A peaks identified in iBAT of flox/flox control mice were enriched at stop codon and 3′-UTR and were characterized by the canonical GGACU motif (Fig. 4a, b). However, the m^6^A peaks in iBAT of BKO mice were dispersed at transcription start site, 5′-UTR, and stop codon, and the enriched motif was CCAUG (Fig. 4a, b). 

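The 6523 peaks called in iBAT of BKO mice lay less often at the 3′ end than those of flox/flox mice and more often in the 5′-UTR, first exons and internal exons. The last exon and 3′-UTR held 58.6% of them (95% Wilson interval 57.4 to 59.8%), and the 5′-UTR and first exon 11.7% (10.9 to 12.5%), against 4.02% of flox/flox peaks. Internal exons held 14.4%. As peaks called in both genotypes count in both shares, the difference lies in those called in 1 of them: 18.2% of the 2996 peaks called in BKO iBAT only were in the 5′-UTR or first exon, against 1.32% of the 2720 peaks called in flox/flox iBAT only. An example is the BKO-only 5′-UTR peak of *Cd74*, the invariant chain of antigen-presenting cells, whose fold enrichment was 1.89 in flox/flox and 6.55 in BKO iBAT. Over all regions, the median log2 ratio of BKO over flox/flox fold enrichment was -1.45 in the 3′-UTR and -1.04 in last exons, close to the -1.05 of all regions together. It was 0.05 in internal exons (-0.09 to 0.21), 0.65 in the 5′-UTR and 0.58 in first exons. The input was higher in BKO iBAT too, with a median log2 ratio of 1.40 in the 5′-UTR, 1.18 in first exons and 1.76 in internal exons, against 0.62 in the 3′-UTR and 0.80 in last exons. With at least 20 input reads in both genotypes, the median was 0.42 in the 5′-UTR and 0.45 in first exons, against -1.32 in the 3′-UTR, and the 5′-UTR and first exon held 4.24% of flox/flox and 7.57% of BKO peaks. Over the 3527 regions called in both genotypes, a set chosen by the enrichment itself, the medians were -0.65 in the 5′-UTR, -0.60 in first exons and -1.34 in the 3′-UTR.

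**Figure D1:**
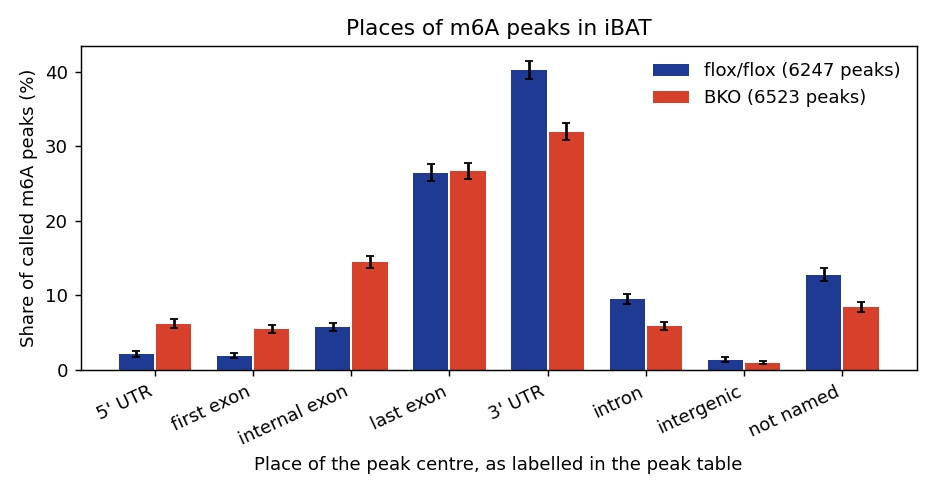
Share of called m6A peaks (y axis, percent) by the place of the peak center (x axis) in iBAT of flox/flox (blue) and BKO mice (red). Bars are shares of 6247 and 6523 peaks and error bars are 95% Wilson intervals for counting peaks; the 3′-UTR holds 40.2% of flox/flox and 31.9% of BKO peaks.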

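The called peaks of flox/flox iBAT lay in 5332 genes by identifier, or 4656 by symbol, with a median fold enrichment of 9.16. Transcripts with strong flox/flox peaks included the 3′-UTR of *Rxra*, the nuclear receptor partner of PPARγ, with a fold enrichment of 16.5, and that of *Tfam*, which maintains mitochondrial DNA, with 19.9. The 3′-UTR peak of *Wtap*, a subunit of the m6A methyltransferase complex, had 15.7. In BKO iBAT the peaks lay in 5394 genes, and their median fold enrichment was lower, at 3.65. Among the peaks called in both genotypes, 2868 (81.3%) had a lower fold enrichment in BKO, with a median log2 ratio of -1.24. Peaks called in 1 genotype are chosen by the enrichment itself. Those called in flox/flox iBAT only had a median log2 ratio of -2.51, with 2679 of 2720 lower, and those called in BKO iBAT only had one of 1.01. Fewer than 10 flox/flox input reads lay under 39.9% of the first and 52.8% of the second. A fold enrichment of at least 2 was reached by 6014 of the flox/flox peaks and by 5517 of the BKO peaks. A region that lies over several genes counts once here.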

In the iBAT of flox/flox mice, we identified about 9989 significant m^6^A peaks (false discovery rate < 0.05) in ~ 6845 transcripts (Fig. 4c and Supplementary Fig. 4). 

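At the most enriched region of each gene, 5000 of 7077 genes had a lower m6A enrichment in BKO iBAT and 2077 a higher one, with a median log2 ratio of -1.34. The 10 largest decreases among the 2711 genes with input levels at or above the table's median in both genotypes included *Uqcc3*, an assembly factor of respiratory complex III (log2 ratio -5.87, -6.48 to -5.25), the mitochondrial ribosomal protein gene *Mrps25* (-5.86), *Lias*, which makes lipoic acid (-5.79), and *Ndufa2*, a complex I subunit whose region also covers *Tmco6* (-5.74). At the other end stood *Rassf4* (3.63, 2.72 to 4.53), the anion channel gene *Lrrc8a* (3.34, in a region shared with Gm28035), *Ccnt2* (3.25), the adenosine receptor gene *Adora2a* (3.10) and the endothelial transcription factor gene *Sox17* (2.97). The 10 genes at each end lie in 9 distinct regions, since 1 region counts under both of its genes. The region was labelled last exon or 3′-UTR for 8 of the 10 genes with the largest decreases and for 9 of those with the largest increases, of which 8 (7 regions) had a peak called in BKO iBAT only. All 10 largest decreases had a lower IP level (log2 ratio of RPM from -3.86 to -2.19) and a higher input level in BKO iBAT (1.79 to 3.55), on 46 flox/flox input reads for *Uqcc3*, 24 for *Mrps25* and 20 for *Lias*. The 10 largest increases all had a higher IP level (1.38 to 4.67), and 3 of them a higher input level. Averaged over all peaks of the gene, the log2 ratio was 0.49 for *Rassf4*, 0.66 for *Adora2a* and -3.36 for *Mrps25*. A decrease of at least 2-fold was seen in 3996 genes and an increase of that size in 1202. The counting interval lay below 0 in 3600 genes and above 0 in 805. Of the 5000 lower genes, 4005 (80.1%) had a lower IP level in BKO iBAT and 3780 (75.6%) a higher input level. Over all 7077 genes these shares were 58.6% and 74.4%, and among the 2077 higher genes 6.69% and 71.4%. A higher input was thus about as common in genes of either direction. The split into lower and higher genes depends on the scaling between the libraries. Lower genes made up 70.7% as deposited (95% Wilson interval 69.6 to 71.7%), 55.7% after subtracting the median of all regions, -1.05, and 39.4% after subtracting that of ribosomal protein and reference genes, -1.89, which rests on 8 genes (-4.27 to 0.19). With at least 20 input reads in both genotypes, 3030 of 4123 genes were lower.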

There were 5383 transcripts exhibiting decreased m^6^A levels in the iBAT of BKO mice (Fig. 4c and Supplementary Fig. 4). Importantly, m^6^A peaks in *Prdm16*, *Pparg* and *Ucp1* transcripts were decreased in the iBAT of BKO mice (Fig. 5a–c). 

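All 6 peaks of these genes in the table had a lower fold enrichment in BKO iBAT, and the counting interval of the log2 ratio stayed below 0 in 4 of them. The last-exon peak of *Ucp1*, the uncoupling protein of brown adipocytes, had a fold enrichment of 5.92 (95% counting interval 5.54 to 6.33) in flox/flox and 1.00 (0.933 to 1.08) in BKO iBAT. This is a log2 ratio of -2.56 (-2.70 to -2.42), on 2017 and 2887 input reads. The authors still called this region as a peak in BKO iBAT, so a ratio of 1.00 over the whole region does not show that m6A was absent. BKO mice carry the *Ucp1*-iCre allele, whose insert lies at this end of the gene, and its effect on these reads was not tested. For *Pparg*, the nuclear receptor that drives adipocyte differentiation, the last-exon peak had fold enrichments of 5.72 (4.98 to 6.57) and 1.15 (1.01 to 1.30), a log2 ratio of -2.32 (-2.59 to -2.05). The larger last-exon peak of *Prdm16*, a transcriptional regulator of brown fat fate, had 8.14 (4.88 to 13.6) and 1.30 (0.755 to 2.25), a log2 ratio of -2.64 (-3.72 to -1.56), on 32 and 44 input reads. A second last-exon peak of *Prdm16* (chromosome 4, 154316242 to 154316471) had a log2 ratio of -4.19 (-7.30 to -1.09) with 2 input reads in flox/flox iBAT. At the other end of the gene (154636833 to 154637379, labelled intergenic by the authors), the log2 ratio was -1.55 (-3.16 to 0.05). The input there was 8.50 RPM in flox/flox and 0.672 RPM in BKO iBAT. A peak in intron 2 of *Pparg* (chromosome 6, 115431470 to 115431796) had 292 IP reads in flox/flox and 7 in BKO iBAT, with no input read in either, so its log2 ratio of -5.31 (-11.15 to 0.52) rests on the added 1. After subtracting the median of all regions, the log2 ratios of the last-exon peaks were -1.51 for *Ucp1*, -1.27 for *Pparg* and -1.59 for *Prdm16*. Together with m6ARIP-RT-qPCR of these transcripts (Fig. 5d–f), the paper proposes that their lower m6A modification may contribute to their reduced expression. Its other evidence includes protein levels (Fig. 3d), luciferase assays of the cloned regions under *Mettl3* knockdown (Fig. 5g–j) and *Mettl3* deletion in primary brown adipocytes (Fig. 6). The input log2 ratio at the last-exon peaks was -0.15 for *Prdm16* (the larger peak), 0.38 for *Pparg* and -0.08 for *Ucp1*. As deposited, the reduced expression that the paper measured by qPCR (Fig. 3c) was not clear in these values, on 1 library per genotype. Yet the median input log2 ratio of all regions was 0.80, and 0.47 with at least 20 input reads in both genotypes. Each of the last-exon values lay below both medians, so the reading depends on the scaling between libraries. At the other end of *Prdm16* the input was lower in BKO iBAT, as given above.

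**Figure D2:**
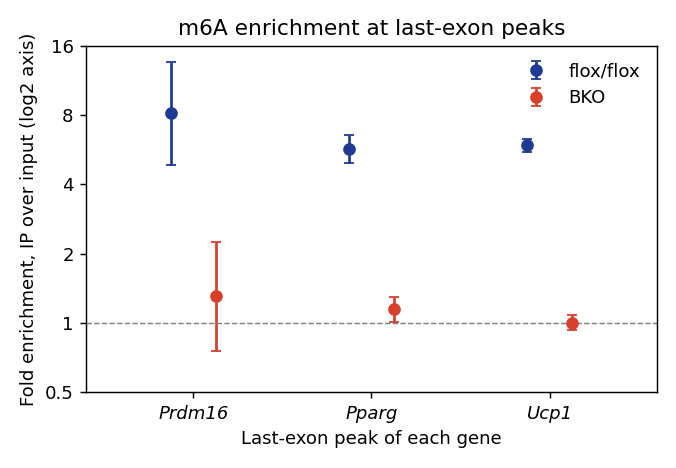
Fold enrichment of IP over input (y axis, log2 scale) at the last-exon peaks of *Prdm16*, *Pparg* and *Ucp1* (x axis) in flox/flox (blue) and BKO iBAT (red). Points are the values of 1 library pair per genotype and bars are 95% counting intervals. The dashed line marks a fold enrichment of 1, and *Ucp1* lies at 5.92 in flox/flox and 1.00 in BKO iBAT. The *Pparg* and *Ucp1* regions were called as peaks in BKO iBAT too.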

Consistently, m^6^ARIP-RT-qPCR showed that the m^6^A modification in *Prdm16*, *Pparg,* and *Ucp1* transcripts were dramatically decreased in iBAT of BKO mice (Fig. 5d–f), which may contribute to reduced expression of *Prdm16*, *Pparg*, and *Ucp1*.

**Fig. 4:**
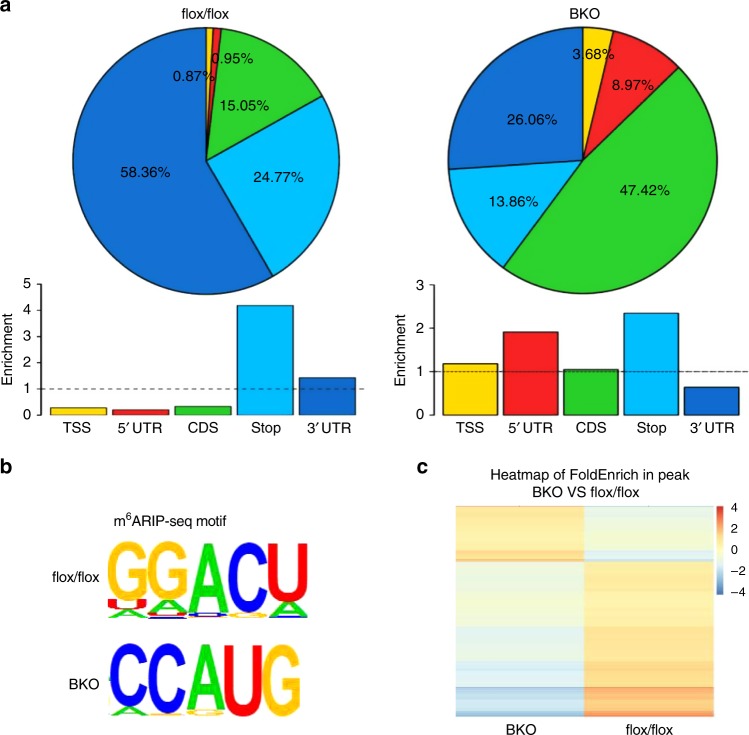
METTL3 is essential for mRNA m^6^A modification in iBAT. The m^6^A RNA immunoprecipitation sequencing (m^6^ARIP-seq) analysis of iBATs were performed in 8-week-old *Mettl3*^flox/flox^ and BKO mice. **a** The enrichment of m^6^ARIP-seq peaks in iBAT of 8-week-old *Mettl3*^flox/flox^ and BKO mice. **b** Consensus motif of m^6^A sites in iBAT of 8-week-old *Mettl3*^flox/flox^ and BKO mice. **c** Heatmap of FoldEnrich in m^6^A peaks (BKO VS flox/flox).

**Fig. 5:**
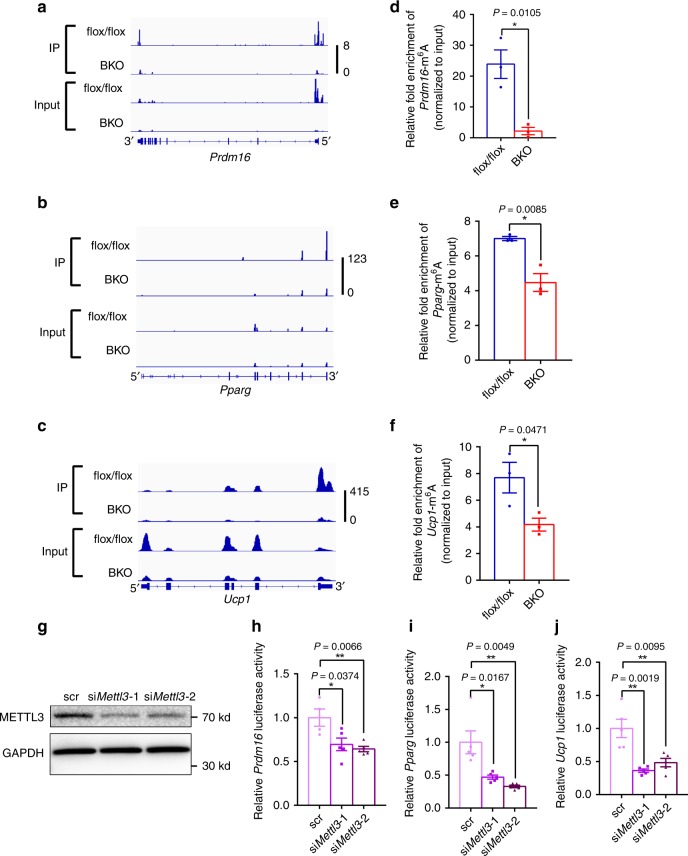
METTL3 is essential for m^6^A modification of *Prdm16*, *Pparg,* and *Ucp1* transcripts. **a**–**c** The read density from m^6^A-RIP-seq experiments on BKO–flox/flox pairs showing the m^6^A peaks identified in the *Prdm16*, *Pparg,* and *Ucp1* transcripts. **d**–**f** The m^6^A modification in *Prdm16*, *Pparg,* and *Ucp1* transcripts in iBAT of 8-week-old *Mettl3*^flox/flox^ and BKO mice were measured by m^6^ARIP-RT-qPCR (*n* = 3 for each group). **g**–**j** Primary brown preadipocytes seeded in 24-well plates were co-transfected with pMIR-REPORT Luciferase vectors (*Prdm16*, *Pparg*, *Ucp1*), siRNAs (Scramble siRNA, si*Mettl3*-1, si*Mettl3*-2) and β-galactosidase (β-Gal) reporter plasmid by X-tremeGENE siRNA Transfection Reagent for 24 h. Cells were then induced to differentiate for 48 h. METTL3 and GAPDH protein levels were measured by immunoblotting **g**. Relative *Prdm16*, *Pparg,* and *Ucp1* luciferase activity were measured and normalized to β-Gal levels **h**–**j** (Scr in **h**, *n* = 4; others, *n* = 5 biologically independent cell samples for each group). Data represent the mean ± SEM. Significance was determined by unpaired two-tailed Student’s *t* test analysis. *p < 0.05. **p < 0.01. Source data are provided as a Source Data file.

To further test whether the m^6^A modification at last exon and 3′-UTR of *Prdm16*, *Pparg,* and *Ucp1* transcripts were associated with the expression of *Prdm16*, *Pparg,* and *Ucp1*. We cloned the region into pMIR-REPORT Luciferase vector and performed luciferase assays in primary brown preadipocytes. Knockdown of *Mettl3* by two individual siRNAs (si*Mettl3*-1 or si*Mettl3*-2) in primary brown preadipocytes resulted in a significant reduction of METTL3 protein levels (Fig. 5g). Either si*Mettl3*-1 or si*Mettl3*-2 significantly decreased *Prdm16*, *Pparg,* and *Ucp1* luciferase activity, respectively (Fig. 5h–j). To identify which m^6^A readers were responsible for this regulation, we performed siRNA-mediated m^6^A reader proteins (Ythdf1, Ythdf2, or Ythdf3) knockdown and luciferase assays. As shown in Supplementary Fig. 5a–h, knockdown of *Ythdf1* by two individual siRNAs (si*Ythdf1*-1 or si*Ythdf1*-2) did not affect the luciferase activity of *Prdm16*, *Pparg,* or *Ucp1*, whereas knockdown of *Ythdf2* by two individual siRNAs (si*Ythdf2*-1 or si*Ythdf2*-2) significantly reduced their luciferase activity. In addition, knockdown of *Ythdf3* by si*Ythdf3*-2 but not si*Ythdf3*-1 significantly decreased *Prdm16* and *Ucp1* luciferase activity (Supplementary Fig. 5i–l). Moreover, the expression of *Ythdf2* and *Ythdf3* were significantly increased in mature adipocytes compared with preadipocytes (Supplementary Fig. 5m–o), indicating that YTHDF2 and YTHDF3 may regulate brown adipocyte differentiation and BAT development. These data also indicate that METTL3 and YTHDF2/3 may coordinate with each other and regulate BAT development.

### METTL3 is essential for brown adipogenesis in vitro

*Mettl3* mRNA levels were significantly higher in mature primary brown adipocytes compared with preadipocytes (Fig. 6a), suggesting that METTL3 may directly regulate differentiation of brown adipocytes. To further determine whether METTL3 directly regulates the differentiation of brown adipocytes, we harvested the stromal–vascular fraction from the brown fat pads of *Mettl3*^flox/flox^ mice. Primary brown preadipocytes were infected with Ad-βGal and Ad-Cre adenovirus and differentiated to mature brown adipocytes. As expected, Cre adenovirus infection caused the deletion of *Mettl3* in primary brown adipocytes (Fig. 6b, f). Deletion of *Mettl3* significantly impaired the differentiation of precursor cells, as revealed by decreased Oil Red O staining (Fig. 6c) and the expression of general brown adipocyte markers (Fig. 6d). In addition, deletion of *Mettl3* in primary brown adipocytes significantly decreased the expression of genes involved in differentiation (*Prdm16* and *Pparg*), thermogenesis (*Pgc-1α*, *Ucp1*, *Adrb3*, and *Cidea*), lipogenesis (*Srebp1* and *Fasn*), lipolysis (*ATGL, HSL*, and *MgII*), fatty acid oxidation (*Ppara, Cpt2*, and *Cpt1b*) and oxidative phosphorylation (*Cox5b, Ndufa8, Cox7a1*, and *Cox6b1*) (Fig. 6d, e). UCP1, PGC-1α, PPARγ, and PRDM16 protein levels were also dramatically reduced in primary METTL3-deficient brown adipocytes (Fig. 6f). Consistent with decreased expression of PGC-1α, the relative mitochondria number was dramatically decreased by 33% in METTL3 knockout brown adipocytes (Fig. 6g). These results suggest that METTL3 is necessary for brown adipogenesis in vitro.

**Fig. 6:**
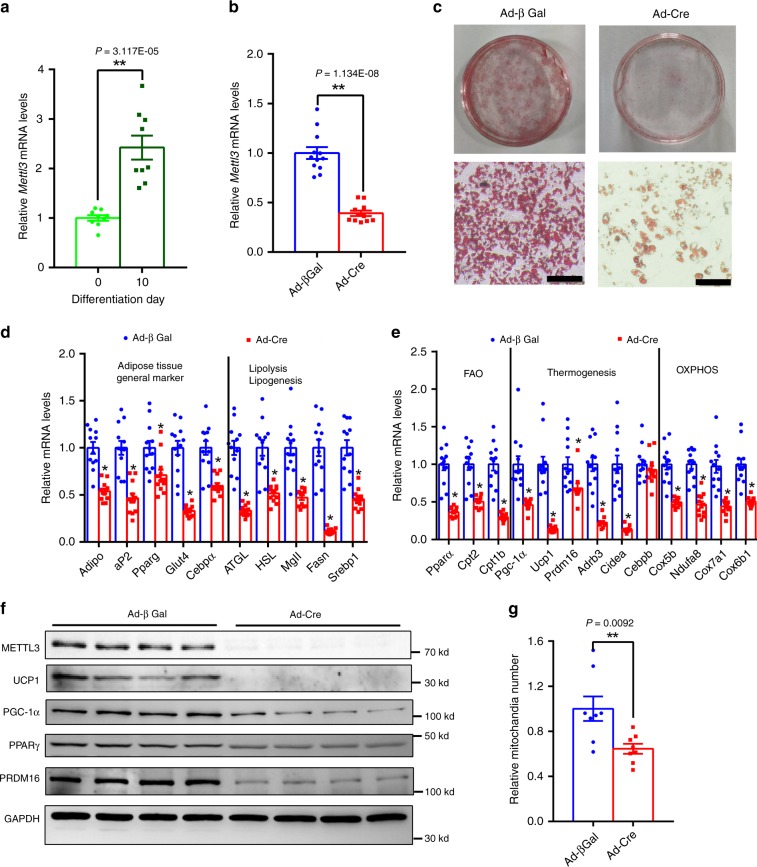
METTL3 is essential for brown adipogenesis. **a** The *Mettl3* mRNA levels in mature primary brown adipocytes (10 days after differentiation) and preadipocytes (before differentiation) (*n* = 9 for each group). **b** Relative *Mettl3* mRNA levels in primary brown adipocytes from *Mettl3*^flox/flox^ mice infected with Ad-Cre or Ad-βGal (Ad-Cre, *n* = 12; Ad-βGal, *n* = 11). **c** Oil red O staining of primary brown adipocytes from *Mettl3*^flox/flox^ mice infected with Ad-Cre or Ad-βGal. Scale bars represent 100 μm. **d**, **e** Real-time qPCR analysis of mRNA levels of genes involved in adipogenesis, lipolysis, lipogenesis, thermogenesis, fatty acid oxidation, thermogenesis and mitochondrial oxidative phosphorylation in primary brown adipocytes infected with Ad-Cre or Ad-βGal (*n* = 10–12 for each group). **f** Western blot analysis of protein levels of METTL3, UCP1, PGC-1α, PPARγ, PRDM16, and GAPDH in primary brown adipocytes described in **d** (*n* = 4 for each group). **g** Relative mitochondria number in primary brown adipocytes infected with Ad-Cre or Ad-βGal (*n* = 8 for each group). *n* was the number of biologically independent cell samples, and these cell culture experiments were repeated three times independently with similar results. Data represent the mean ± SEM. Significance was determined by unpaired two-tailed Student’s *t* test analysis. *p < 0.05. **p < 0.01. Source data are provided as a Source Data file.

### BAT-specific Knockout of *Mettl3* results in decreased energy expenditure

Next, we tested the need for METTL3 in thermogenesis in vivo. *Mettl3* mRNA levels were significantly increased after acute cold exposure (4 °C for 6 h) (Fig. 7a), indicating that METTL3 may promote thermogenesis. BKO mice displayed lower oxygen (O_2_) consumption and CO_2_ production rates during both light and dark cycles (Fig. 7b–e), with similar amounts of food intake and physical activity compared with flox/flox controls (Supplementary Fig. 6a, b), indicating that energy expenditure was decreased in BKO mice. Furthermore, BKO mice were less able to defend against acute cold exposure (Fig. 7f). In addition, serum free fatty acid levels were much higher in BKO mice after cold challenge (Fig. 7g), which further supports impaired thermogenesis in BKO mice. The morphology of iBAT in BKO mice under the cold exposure condition still appeared abnormal, enlarged and “whitening” (Supplementary Fig. 7a–c). These data suggest that METTL3 in BAT is necessary for thermogenesis.

**Fig. 7:**
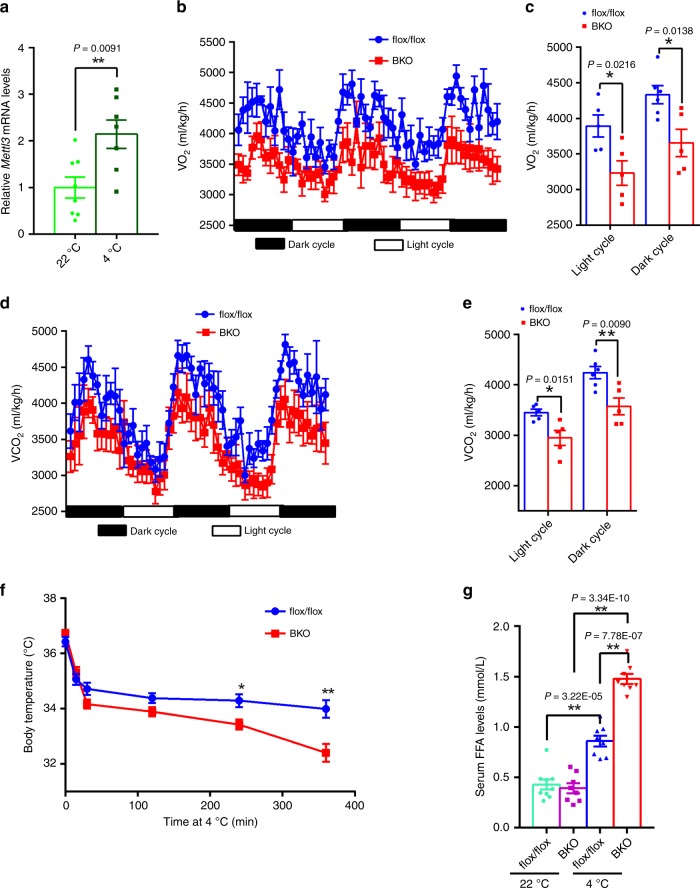
*Mettl3* deficiency in BAT decreases energy expenditure and impairs cold tolerance. **a** The *Mettl3* mRNA levels in iBATs of WT mice after acute cold exposure for 6 h (22 °C, *n* = 8; 4 °C; *n* = 7). **b**, **c** The O_2_ consumption rates in 8-week-old *Mettl3*^flox/flox^ and BKO mice at 22 °C (*n* = 5–6 for each group). **d**, **e** The CO_2_ production rates in 8-week-old *Mettl3*^flox/flox^ and BKO mice at 22 °C (*n* = 5–6 for each group). **f** The rectal temperature of 8-week-old *Mettl3*^flox/flox^ and BKO mice during acute cold exposure (4 °C) (*Mettl3*^flox/flox^, *n* = 10; BKO, *n* = 9). **g** Serum FFAs levels of 8-week-old *Mettl3*^flox/flox^ and BKO mice housed at room temperature or after cold exposure (4 °C) for 6 h (22 °C *Mettl3*^flox/flox^, *n* = 9; 22 °C BKO, *n* = 8; 4 °C *Mettl3*^flox/flox^, *n* = 8; 4 °C BKO, *n* = 8). Data represent the mean ± SEM. Significance was determined by unpaired two-tailed Student’s *t* test analysis. *p < 0.05. **p < 0.01. Source data are provided as a Source Data file.

METTL3 was exclusively expressed in iBAT, and BAT-specific deletion of *Mettl3* impaired acute cold-induced thermogenesis, indicating that METTL3 may regulate browning of WAT in response to chronic cold exposure or the β-adrenergic agonist. To further test this hypothesis, BKO mice and flox/flox controls were exposed for chronic cold challenge (4 °C 7d) or injected with CL-316,243 for 4 days to induce browning of WAT. At room temperature, the weight of iWAT was similar between BKO and flox/flox mice (Supplementary Fig. 8a, c), and the thermogenesis related genes such as *Ucp1* and *Pgc-1α* were not changed in iWAT of BKO mice (Supplementary Fig. 8b, d). However, after either chronic cold exposure or multiple injection of CL-316,243, the weight of iWAT showed higher in BKO mice, and the expression of *Ucp1* and *Pgc-1α* were downregulated under both conditions (Supplementary Fig. 8a–d). These data indicate that BAT-specific deletion of *Mettl3* impairs the browning of WAT in response to chronic cold exposure or the β-adrenergic agonist.

### BAT-specific knockout of *Mettl3* predisposes to high-fat diet-induced obesity

Reduced BAT thermogenesis contributes to obesity in both rodents and humans^42,43^. We next determined whether BAT *Mettl3* expression was associated with obesity by measuring BAT *Mettl3* expression in two obese mice models (high-fat diet-induced obese (DIO) and leptin-deficient ob/ob mice). METTL3 protein levels were lower in both DIO and ob/ob mice (Fig. 8a). *Mettl3* mRNA levels were also significantly reduced in both DIO and ob/ob mice (Fig. 8b, c). These data suggest that METTL3 in iBAT might regulate energy metabolism and obesity.

**Fig. 8:**
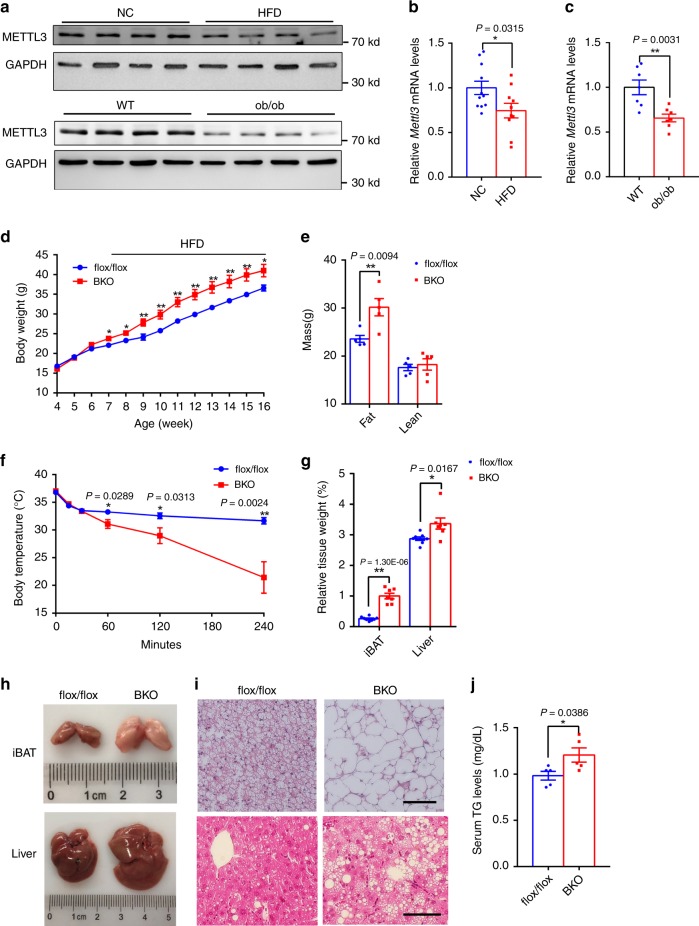
BAT-specific knockout of *Mettl3* predisposes to HFD-induced obesity. **a**–**c** The METTL3 protein and mRNA levels in iBATs of HFD-fed mice, ob/ob mice and their respective control mice (NC, *n* = 11; HFD, *n* = 10; WT, *n* = 7; ob/ob, *n* = 7). **d** The growth curve of METTL3 BKO and *Mettl3*^flox/flox^ mice fed HFD diet (5 weeks *Mettl3*^flox/flox^ and BKO, *n* = 10 for each group; 6 weeks *Mettl3*^flox/flox^, *n* = 10; 6 weeks BKO, *n* = 12; 7–16 weeks *Mettl3*^flox/flox^ and BKO, *n* = 12 for each group). **e** The fat and lean mass of 20-week-old HFD-fed mice (*n* = 5 for each group). **f** The rectal temperature of HFD-fed *Mettl3*^flox/flox^ and BKO mice during acute cold exposure (4 °C) (*Mettl3*^flox/flox^, *n* = 6; 0, 60, 120 min BKO, *n* = 5; 240 min BKO, *n* = 4). **g** The relative tissue weight of iBAT and liver in 20-week-old HFD-fed mice (*Mettl3*^flox/flox^, *n* = 8; BKO, *n* = 7). **h** Representative images of iBAT and liver from 20-week-old HFD-fed mice. **i** Hematoxylin and eosin (H&E) staining of iBAT and liver from 20-week-old HFD-fed mice. Scale bars represent 100 μm. Three mice for each group were used for H&E staining with similar results. **j** The serum TG levels of 20-week-old HFD-fed mice (*n* = 5 for each group). Data represent the mean ± SEM. Significance was determined by unpaired two-tailed Student’s *t* test analysis.*p < 0.05.**p < 0.01. Source data are provided as a Source Data file.

To determine whether BKO mice are sensitive to HFD-induced obesity, BKO and control mice were fed with HFD (45% fat), and body weight was measured weekly. As shown in Fig. 8d, BKO mice gained more body weight than flox/flox mice after feeding with HFD. Fat mass was significantly increased in BKO mice, whereas the lean mass did not change (Fig. 8e). BKO mice under a HFD feeding condition also showed severely impaired cold tolerance (Fig. 8f). The relative weight of iBAT and liver was much higher in BKO mice (Fig. 8g). Consistently, the size of iBAT and liver were larger in BKO mice (Fig. 8h). Furthermore, hematoxylin and eosin staining showed adipocyte hypertrophy and hepatosteatosis in BKO mice (Fig. 8i). Serum triglyceride levels were significantly increased in BKO mice (Fig. 8j). These data demonstrate that BKO mice were more prone to HFD-induced obesity.

Obesity leads to impaired glucose metabolism and insulin resistance. To determine whether BAT METTL3 regulates systemic glucose homeostasis and insulin resistance, we performed glucose tolerance tests and insulin tolerance tests on mice fed with HFD for 8 weeks (16 weeks old). As shown in Fig. 9a, b, BKO mice displayed glucose intolerance and insulin resistance. Serum insulin levels in BKO mice were also higher (Fig. 9c), further supporting that BKO mice showed insulin resistance. Moreover, insulin-induced p-AKT(S473) levels were significantly decreased in the livers of BKO mice (Fig. 9d). These data suggest that decreased expression of *Mettl3* in iBAT impairs systemic energy homeostasis, contributing to HFD-induced obesity and metabolic syndrome.

**Fig. 9:**
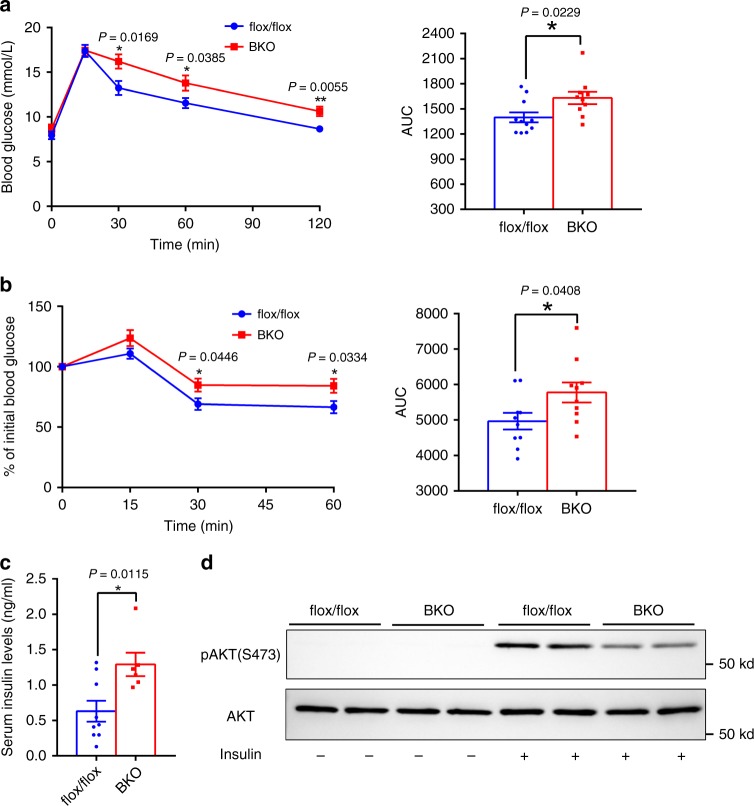
BAT-specific knockout of *Mettl3* predisposes to HFD-induced glucose intolerance and insulin resistance. **a** GTTs of 16-week-old HFD-fed mice (*Mettl3*^flox/flox^, *n* = 11; BKO, *n* = 10). **b** ITTs of 16-week-old HFD-fed mice (*n* = 10 for each group). **c** The serum insulin levels of 20-week-old HFD-fed mice (*Mettl3*^flox/flox^, *n* = 9; BKO, *n* = 6). **d** p-AKT(S473) and AKT protein levels of 20-week-old HFD-fed mice. This experiment was repeated three times by using three different groups of mouse samples with similar results. Data represent the mean±SEM. Significance was determined by unpaired two-tailed Student’s *t* test analysis. *p < 0.05. Source data are provided as a Source Data file.

## Discussion

In recent years, much progress has been made in identifying transcriptional factors and cofactors in the regulation of brown cell differentiation and thermogenesis. However, whether mRNA m^6^A modification regulates iBAT development and thermogenesis is largely unknown. In this study, we demonstrated that METTL3 is an essential iBAT-enriched RNA methyltransferase and controls postnatal development of iBAT and thermogenesis by regulating m^6^A modification and expression of *Prdm16, Pparg,* and *Ucp1* transcripts.

METTL3 is selectively expressed in iBAT and associated with brown fat cell differentiation. Deletion of *Mettl3* leads to dramatically impaired brown adipocyte differentiation by suppressing brown fat related genes, including *Prdm16, Pparg, Pgc-1α,* and *Ucp1*. Consistent with the in vitro observations, BAT-specific *Mettl3* knockout mice display impaired postnatal development of iBAT and thermogenesis in vivo. iBAT in BKO mice displays steatotic hypertrophy and decreased mitochondria number at a very early age because of decreased expression of *Prdm16, Pparg, Pgc-1α*, and other BAT-selective genes. Therefore, BKO mice show reduced energy expenditure and are predisposed to HFD-induced obesity and metabolic syndrome.

A key question is how METTL3 regulates the postnatal development of a brown fat gene program. METTL3 is well known for RNA m^6^A modification. It has been reported that METTL3 regulates stem cell differentiation by promoting RNA m^6^A modification of key transcriptional factors^44^. METTL3 also has been linked to white fat cell differentiation^37^. BAT-specific deletion of *Mettl3* decreases iBAT-specific mRNA m^6^A modification and expression, including *Prdm16, Pparg,* and *Ucp1* transcripts.

One target of METTL3 is *Prdm16*, which has been shown to drive the differentiation of brow fat cells and browning of WAT by activating the expression of BAT-selective genes including *Ucp1* and *Pgc-1α*^11,45,46^. Similarly, BAT-specific deletion of *Mettl3* impaired BAT development and also impaired the development of beige adipocytes in iWAT. PRDM16 also controls the myoblast/brown fat switch^47^. Knockdown of *Prdm16* downregulates BAT-selective genes and upregulates skeletal muscle-associated genes^11,47^. Likewise, BAT-specific deletion of *Mettl3* also downregulates BAT-selective genes and upregulates skeletal muscle-associated genes, which is likely owing to decreased PRDM16 expression. Mechanistically, BAT-specific deletion of *Mettl3* decreases m^6^A peaks of the *Prdm16* transcript, which may be associated with decreased *Prdm16* mRNA levels with the involvement of YTHDF2/3. These data indicate that METTL3 regulates iBAT postnatal development at least partially by regulating m^6^A modification and expression of the *Prdm16* transcript. However, BAT-specific *Prdm16* knockout mice show normal postnatal development of iBAT at a young age and display “whitening” and enlarged iBAT in old age^10^, whereas *Mettl3* BKO mice show severely impaired postnatal development of iBAT at 5 days of age, suggesting that METTL3 in iBAT has certain actions that probably do not occur solely through modulation of *Prdm16* expression.

Another target of METTL3 is *Pparg*, which has an essential role in adipocyte differentiation. *Pparg*-deficient mice display no brown or white adipose tissues^48,49^, suggesting that PPARγ is necessary for development of both BAT and white adipose tissue. BKO mice show significantly decreased m^6^A modification and expression of the *Pparg* transcript, which contributes to the impaired postnatal development of iBAT.

Another important target of METTL3 is *Ucp1*, which is a key thermogenic factor in iBAT. During postnatal development of iBAT, UCP1 and METTL3 protein levels are significantly increased. BAT-specific deletion of *Mettl3* decreases m^6^A peaks and expression of the *Ucp1* transcript, which contributes to impaired thermogenesis. However, *Ucp1* knockout mice do not show enlarged iBAT^50^, suggesting that BAT-specific deletion of *Mettl3* is less likely to result in enlarged iBAT solely through modulation of *Ucp1* expression. Thus, it is possible that METTL3 acts as an essential regulator of postnatal development of iBAT and thermogenesis at least partially by controlling m^6^A modification and expression of *Prdm16, Pparg,* and *Ucp1* transcripts simultaneously. However, we cannot rule out other possible mechanisms because METTL3 regulates m^6^A modification and expression of many other BAT-selective genes, based on the m^6^ARIP-seq and RNA-seq data.

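Among BAT-selective genes, m6A enrichment as deposited was lower in BKO iBAT for most members with a peak, but not for all. Of 11 thermogenic genes, 7 were lower and 4 higher, with a median log2 ratio of -1.07. With at least 20 input reads in both genotypes, 8 of 10 were lower, with a median of -1.37, and *Ucp2* and *Ucp3*, higher on 10 and 14 flox/flox input reads, were then lower at another region (-1.02 and -1.68). The potassium channel gene *Kcnk3* was lower (-1.07, -1.29 to -0.85), as was the coactivator gene *Ppargc1b* (-1.70, -2.20 to -1.20), while the β3-adrenergic receptor gene *Adrb3* was higher (0.66, 0.36 to 0.95). Of 25 brown fat transcription factors and cofactors, 19 were lower, with a median of -1.56. They included *Rxra* (-2.71, -3.09 to -2.32) and *Tfam* (-2.49, -3.02 to -1.96), and *Cebpa* was higher (0.69, 0.57 to 0.82). Of 45 nuclear genes for subunits of oxidative phosphorylation, 38 were lower, with a median of -1.63. The IP level was lower in 34 of the 45, with a median log2 ratio of -0.76, and the input level higher in 34, with a median of 1.02. Over all genes, the IP was lower in 58.6% (median -0.57) and the input higher in 74.4% (0.81), so this input rise is near that of all genes. The paper reports most oxidative phosphorylation genes as reduced in BKO mice (Fig. 3c, f). By enrichment, examples are *Ndufb3* (-2.96, -3.39 to -2.52), *Cox5b* (-1.51, -1.89 to -1.13) and, on the higher side, *Cox5a* (0.70, 0.42 to 0.97). Among general adipose markers, 3 of 4 were lower (median -2.73, and -2.22 at percentile 7.87 with at least 20 input reads, which leaves out the intron peak of *Pparg* without input reads), among them *Adipoq* (-2.12) and *Fabp4* (-3.34, -3.61 to -3.07), the fatty acid binding protein of adipocytes. For *Fabp4* the IP level was 487 RPM in flox/flox and 515 RPM in BKO iBAT, so the lower ratio goes with the input, which was 28.5 and 305 RPM. In lipid metabolism, *Lipe*, the hormone-sensitive lipase gene (-2.39, -2.53 to -2.25, in a region over 2 genes), and *Ppara* were the 2 members of the lipogenesis, lipolysis and oxidation list with a peak, and both were lower. The value of *Ppara* (-5.26, -9.75 to -0.76) is that of an intron region with no input read in flox/flox iBAT, so it rests on the added 1, as does the median of this list, and it was -0.79 at a region with at least 20 input reads. Both lipid uptake genes with a peak were lower, *Angptl4* by -3.34 (-3.52 to -3.16) and *Lpl* by -1.02 (-1.17 to -0.87). Of 14 lipid handling and lipid droplet genes, 10 were lower, with a median of -1.03, such as the lipase coactivator gene *Abhd5* (-4.07, -4.49 to -3.65) and *Plin5* (-3.14, -3.42 to -2.87), while *Ppard* was higher (2.33, 1.53 to 3.14). Set against other genes with the same input level, the medians stood at percentiles 59.3 (thermogenic), 35.3 (transcription factors), 22.0 (oxidative phosphorylation), 6.52 (adipose markers), 7.50 (lipogenesis, lipolysis and oxidation), 16.7 (lipid uptake) and 67.8 (lipid handling) among 10000 random lists matched on input. Averaging over all peaks of a gene moved the medians to -0.15 (thermogenic), -0.57 (lipid handling) and -1.77 (adipose markers), and single genes to -0.12 (*Kcnk3*), -0.64 (*Tfam*), -0.55 (*Abhd5*), -0.98 (*Adipoq*) and -1.74 (*Ndufb3*). The median of the lipogenesis, lipolysis and oxidation list was -1.59 with at least 20 input reads. With 1 added to the fold enrichments, *Kcnk3* was at -0.71 and *Cox5a* at 0.46. After subtracting the median of all regions, lower genes numbered 6 of 11 (thermogenic), 16 of 25 (transcription factors), 27 of 45 (oxidative phosphorylation), 3 of 4 (adipose markers), 2 of 2 (lipogenesis, lipolysis and oxidation), 1 of 2 (lipid uptake) and 7 of 14 (lipid handling). Of all genes, 55.7% stayed lower after this centring, because their median at the most enriched region, -1.34, lies below that of all regions, -1.05. The centred list medians were -0.51 for transcription factors, -0.58 for oxidative phosphorylation and -0.02 for thermogenic genes. That of lipid handling genes turned to 0.02 and the value of *Lpl* to 0.03. In the same pools, input levels of all 20 skeletal muscle genes with a region were higher in BKO iBAT, by a median log2 ratio of 4.54.

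**Figure D3:**
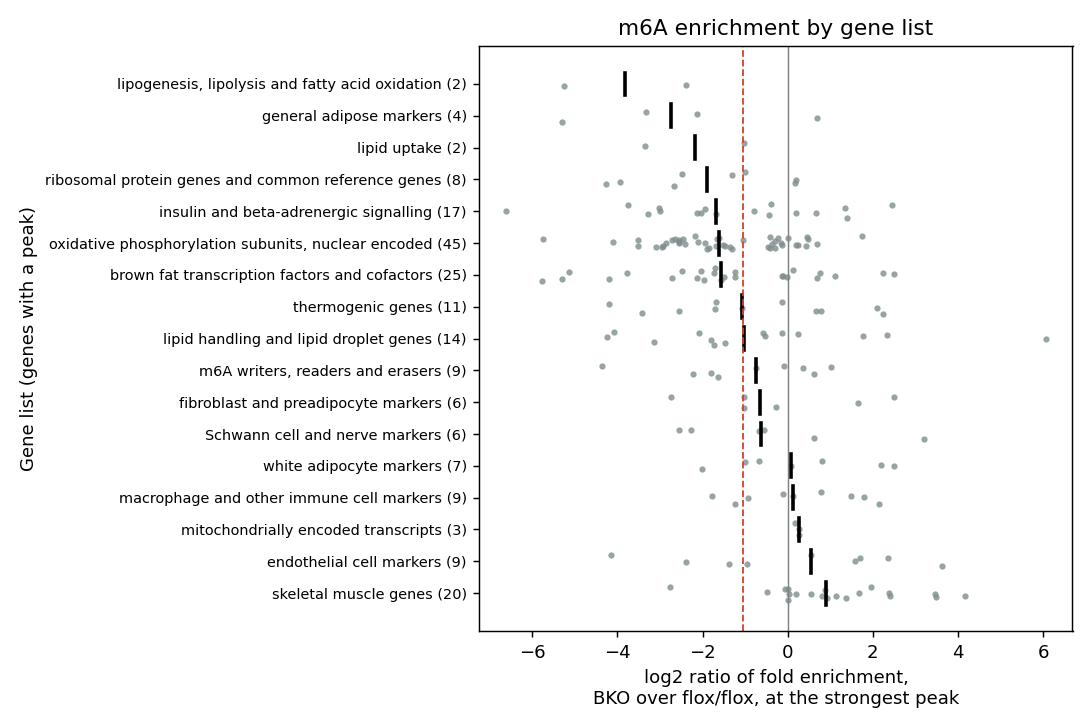
Log2 ratio of m6A fold enrichment, BKO over flox/flox, at the most enriched region of each gene (x axis) for the gene lists (y axis, genes with a peak in brackets). Points are genes, black bars the medians, the grey line 0 and the dashed red line the median of all regions (-1.05). To the right of the dashed line a list is higher once the ratios are centred, while the median of all genes at this region is -1.34. Medians run from -3.82 for lipogenesis, lipolysis and oxidation (2 genes, 1 without flox/flox input reads) to 0.89 for skeletal muscle genes.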

METTL3-mediated mRNA m^6^A modification can be recognized by the individual m^6^A reader proteins, which play key roles in controlling gene expression. Early studies showed that YTHDF1 binding promotes translational efficiency^51^, YTHDF2-binding increases mRNA decay^19^, and YTHDF3 can assist the effects of YTHDF1 and YTHDF2^52,53^. However, other roles for these reader proteins are rapidly emerging in the regulation of specific mRNAs in different types of cells during different stimuli^29,54,55^. In addition, the profiles and function of METTL3-mediated mRNA m^6^A are different depending on tissue and developmental stage^41,56,57^. For example, hypoxia increases m^6^A content of mRNA and enhances the stability of m^6^A modified mRNAs^24^, raising the possibility that m^6^A modification could also stabilize transcripts. In iSLK.219 cells, both METTL3 and YTHDF2 appear to promote lytic viral gene expression during Kaposi’s sarcoma-associated herpesvirus infection^58^. Another study shows that YTHDF2 also recognizes multiple m^6^A sites in the SV40 late transcripts and strongly promotes SV40 replication^59^. Our study shows that the expression of *Mettl3* and *Ythdf2* are increased during brown adipocyte differentiation. BAT-specific deletion of *Mettl3* reduces m^6^A modification and expression of *Prdm16, Pparg,* and *Ucp1* transcripts, indicating that m^6^A modification is required for the expression of *Prdm16, Pparg,* and *Ucp1* transcripts in iBAT. Knockdown of either *Mettl3* or *Ythdf2* decreases the luciferase activity of *Prdm16, Pparg,* and *Ucp1* in primary brown preadipocytes, indicating that METTL3 and YTHDF2 may play a similar role in brown adipogenesis. Future studies should clarify the function and the molecular mechanisms of YTHDF2 in the regulation of BAT development.

In addition, m^6^A pathway has been shown to regulate white adipocyte differentiation^32,33,37,60,61^. The well-studied protein in m^6^A pathway is FTO, which was previously identified by human genome-wide associated studies with strong association with obesity^62^. FTO promotes white adipocyte differentiation in vitro and development of obesity in vivo^32,61^, whereas deletion of FTO impairs white fat adipogenesis both in vitro and in vivo^32,33,60,63^. The potential molecular targets include RUNX1T1, ATG5/7, and JAK2^32,33,60,61^. Interestingly, knockdown of m^6^A writer proteins (METTL3, METTL14, or WTAP) in 3T3-L1 cells results in cell cycle arrest and impaired adipogenesis by suppressing expression of cyclin A2^37^. These results indicate that m^6^A eraser and writer proteins play similar roles in white fat adipogenesis although their targets are different. With respect to WAT browning, FTO deficiency has been shown to induce UCP1 expression in white adipocytes^64^, whereas our study shows that BAT-specific deletion of *Mettl3* impairs the browning of WAT in response to chronic cold exposure or the β-adrenergic agonist, indicating that m^6^A eraser and writer proteins may play opposite roles in regulation of WAT browning and BAT development. Further investigations are necessary to fully explore the mechanisms of RNA m^6^A pathway (including other writer, reader, and eraser proteins) in controlling postnatal development of iBAT and energy metabolism.

In conclusion, we have shown that METTL3 is an essential BAT-enriched RNA methyltransferase and controls postnatal development of iBAT by regulating m^6^A modification and expression of *Prdm16, Pparg,* and *Ucp1* transcripts. BAT-specific knockout of *Mettl3* leads to a marked reduction of BAT-mediated adaptive thermogenesis and results in obesity and systemic insulin resistance. These data demonstrate that METTL3 is an essential regulator that controls postnatal development of iBAT and energy homeostasis.

## Methods

### Animal experiments

Animal experiments were carried out in strict accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH publication no. 85–23, revised 1996) and approved by the Institutional Animal Care and Use Committee or Animal Experimental Ethics Committee of Harbin Institute of Technology (HIT/IACUC). The permit number is IACUC-2018002. Mice were housed under controlled light (12-h light/12-h dark cycle), temperature (24 ± 2 °C) and humidity (50 ± 10%) conditions and fed a normal chow diet with a free access to water. For diet-induced obesity studies, mice were fed with an HFD (MD12032, 45% fat, Medicience). *Mettl3*^flox/flox^ mice, in which the exon 2 and exon 3 of *Mettl3* gene was flanked by two loxp sites, were generated by using CRISPR-Cas9 technique (Supplementary Fig. 1A). Southern blot data showed that the homologous recombination in *Mettl3*^flox/+^ mice were correct (Supplementary Fig. 1B). *Ucp1*-iCre mice, in which IRES-Cre was inserted between exon 6 and the 3′-UTR to allow *Ucp1* and iCRE expression at the same time with lower levels, have been shown previously^38^. BAT-specific *Mettl3* knockout mice were generated by crossing *Mettl3* ^flox/flox^ mice with *Ucp1*-iCre mice.

### Body composition and energy metabolism measurement

Body weight was measured weekly. Body composition (fat and lean mass) was determined by a body composition analyzer (Brucker Minispec LF50). For metabolic studies, mice were housed individually in metabolic cages (Promethion, Sable Systems, LasVegas, NV), and free access to food and water. Oxygen consumption and CO_2_ production rates were monitored for 72 hr. Food intake and physical activity monitoring were performed simultaneously with metabolic measurements. Data were collected and analyzed by MetaScreen-Data Collection Software (V2.3.15) and Expedata-P Data Analysis Software (V1.9.17), respectively.

### Glucose tolerance tests and Insulin tolerance tests

For glucose tolerance test experiment, mice fasted for 6 hr were injected intraperitoneally with d-glucose (1 g/kg). For insulin tolerance test experiment, mice fasted for 6 h were injected intraperitoneally with human insulin (Lily) (1 U/kg). Blood glucose levels were measured from the tail vein at indicated times using a glucometer^65^. Blood samples were collected from orbital sinus. Serum insulin levels were measured using insulin ELISA kits (MS100, EZassay).

### In vivo insulin stimulation assay

20-week-old HFD-fed *Mettl3* ^flox/flox^ and BKO mice were fasted for 20–24 h, anesthetized, and administrated insulin (2 units/kg body weight) via inferior vena. Livers were isolated and homogenized in a lysis buffer (R0020, Solarbio). Liver extracts were immunoblotted with antibodies against phospho-AKT (pSer473 from Cell Signaling Technology) and AKT (Cell Signaling Technology).

### Cold-stress experiments

For cold exposure experiments, individual mouse was placed in a single cage in a cold room (4 °C) with free access to water. Control mice were kept at room temperature (22 °C). The core body temperature was monitored using a rectal probe (7001HT, Phyritemp) at each time point. For chronic cold exposure, mice were first treated with 3 days of the intermittent cold exposure (12 h at 4 °C in the light cycle and 12 h at room temperature), and then followed by 4 days of continued cold exposure at 4 °C^66,67^.

### Chronic CL-316,243 treatment

BKO and flox/flox mice were injected intraperitoneally with CL-316,243 at 1 mg/kg body weight or equal volume of saline daily for 4 days. Mice were killed on day 5 without addition injection.

### Immunoblotting

Cells or tissues were homogenized in an l-RIPA lysis buffer (R0020, Solarbio). Protein was separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis, immunoblotted with the indicated antibodies, and visualized using the ECL. The antibody information and dilutions were as follows: METTL3(D2160,Cell Signaling Technology),1:3000; Akt(9272, Cell Signaling Technology),1:5000; p-Akt (S473)(9271, Cell Signaling Technology),1:5000; UCP1(U6382, Sigma),1:5000; PGC-1a(66369-1-lg, Proteintech),1:1000; β-Actin(60008-1-lg, Proteintech),1:5000; PPARg(16643-1-AP, Proteintech),1:300 0; GAPDH(60004-1-lg, Proteintech),1:5000; Total OXPHOS (ab110413, Abcom),1:2000; PRDM16(A11581, ABclonal),1:1000; YTHDF1(17479-1-AP, proteintech),1:2000; YTHDF2(24744-1-AP, proteintech),1:5000; YTHDF3(25537-1-AP, proteintech),1:3000.

### Quantitative Real-Time PCR (qPCR)

Total RNA was isolated using TriPure Isolation Reagent (94015120, Roche), and the first-strand cDNAs were synthesized using Random Primers and M-MLV reverse transcriptase (M1701, Promega)^65,68^. RNA abundance was measured using SYBR Green Mixs (4913914001, Roche) and Roche LightCycler 480 real-time PCR system (Roche, Mannheim, Germany). The expression of individual genes was normalized to the expression of 36B4, a house-keeping gene. Primers for real-time qRT-PCR were listed in Supplementary Table 1.

### Quantification of mtDNA copy number

Total DNA was isolated from mouse brown adipose tissue. mtDNA was amplified using primers specific for the mitochondrial mtND1 gene and normalized to genomic DNA by amplification of the LPL nuclear gene. The primer sequences can be found in Supplementary Table 1.

### Primary brown adipocytes culture and adenovirus infection

The interscapular brown fat pad was dissected from 4–5-week-old *Mettl3*^flox/flox^ or C57BL/6 wildtype mice, minced, and then digested for 20–30 min at 37 °C in PBS containing 10 mm CaCl2, 1.5 mg/ml Collagenase type II, and 1.4 U/ml Dispase II. Digested tissue was filtered through a 100 µm cell strainer to remove large pieces, and then centrifuged for 10 min at 1000 *g* to pellet the stromal–vascular fraction (SVF) cells. SVF cells were resuspended in complete culture medium (DMEM with 10% FBS and Pen/Strep), and then plated on collagen-coated 24-well plates. For preadipocyte differentiation, cells grown to 100% confluence (Day 0) were exposed to induction in DMEM containing 2 μg/mL dexamethasone, 1 μm insulin, 0.5 mm isobutylmethylxanthine, 1 μm rosiglitazone, 1 nm T3, 62.5 μm indomethacin, and 10% FBS. Three days after induction (from Day 3), cells were maintained in media containing 1 μm insulin, 1 nm T3 and 10% FBS until ready for harvest (generally day 6–7 post differentiation). All chemicals for cell culture were obtained from Sigma-Aldrich. For adenoviral infection of primary SVF cells, 100% confluent cells were infected with Cyclization Recombination Enzyme (Cre) or βGal-expressing adenovirus in growth medium overnight. The medium was then switched to induction medium for 72 hr to induce adipogenic differentiation, and then cells were maintained in differentiation medium until ready for harvest. For oil-red staining, infected cells were maintained in differentiation medium for 3 days. For RT-qPCR and Western blot, infected cells were maintained in differentiation medium for 1 day.

### RNA-seq and m^6^ARIP-seq

Total RNA was extracted using Tripure Isolation Reagent (94015120, Roche) from iBAT of *Mettl3*^flox/flox^ and BKO mice at 8 weeks old. Each sample was pooled from four mice for each group. RNA-seq was performed by using Illumina NovaSeq 6000 platform. Paired-end clean reads were aligned to the mouse reference genome (Ensemble_GRCm38.90) with TopHat (version 2.0.12), and the aligned reads were used to quantify mRNA expression by using HTSeq-count (version 0.6.1).

For m^6^ARIP-seq, total RNA was extracted using Tripure Isolation Reagent (94015120, Roche) from iBAT of *Mettl3*^flox/flox^ and BKO mice at 8 weeks old. Each sample (300 μg total RNA) was pooled from five mice for each group. Poly(A)^+^ RNA was purified using Dynabeads mRNA Purification Kit (61006, Invitrogen) following the manufacturer’s instructions. Chemically fragmented poly(A)^+^ RNA was incubated with m^6^A antibody (202003, Synaptic System) for immunoprecipitation following the standard protocol of Magna MeRIP^TM^ m^6^A Kit (17-10499, MERK). Enrichment of m^6^A mRNA was then analyzed by high-throughput sequencing using Illumina Hiseq X platform. Sequenced reads were trimmed for adaptor sequence by using skewer (Version: 0.1.126), and then mapped to Ensemble_GRCm38.90 whole genome using BWA (Version: 0.7.12-r1039) with parameters -T 25; -k 18. The m^6^A peaks were detected by MACS2 (Version 2.1.0), and the motif search was detected by HOMER findMotifGenome.pl (Version: v4.9.1)^69^.

### Transfection, siRNA knockdown, and luciferase assays

Based on the above m^6^ARIP-seq data, we identified the last exon and 3′-UTR regions of *Prdm16* (4: 154318508- 154319005), *Pparg* (6: 115489946-115490374), and *Ucp1* (8: 83297793- 83298478), containing m^6^A modification sites. 

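Each of these regions matches a region of the deposited table in start and end, and the authors label all 3 as last exon. The *Prdm16* region spans 497 nt within a gene that reaches from 154316122 to 154637360 in RefSeq's gene table of GRCm38. It was called as a peak in flox/flox iBAT only, with 252 IP reads in flox/flox and 59 in BKO iBAT. The *Pparg* region spans 428 nt at the end of a gene from 115360879 to 115490404, was called in both genotypes, and held 2524 and 1084 IP reads. For *Ucp1*, whose gene runs from 83290348 to 83298456, the region spans 685 nt and was called in both genotypes, with 11244 and 2958 IP reads. By the paper's design, the *Ucp1*-iCre allele of BKO mice carries an IRES-Cre insert between exon 6 and the 3′-UTR, which lies in or next to this region, and reads from that allele were not told apart here. Input levels at the 3 regions differed less than the IP levels. They were 3.74 RPM in flox/flox and 3.36 RPM in BKO iBAT for *Prdm16*, 53.1 and 69.2 RPM for *Pparg*, and 229 and 216 RPM for *Ucp1*. Ranked from the largest decrease among all regions, the log2 ratios of fold enrichment stood at percentile 21.3 for *Prdm16*, 26.4 for *Pparg* and 22.4 for *Ucp1*.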

We cloned these regions into pMIR-REPORT Luciferase vector, respectively. Primary brown preadipocytes seeded in 24-well plates were co-transfected with these pMIR-REPORT Luciferase vectors, siRNAs (100 nm) and β-galactosidase (β-Gal) reporter plasmid by X-tremeGENE siRNA Transfection Reagent (Roche) for 24 h. Cells were then induced to differentiate for 48 h. Luciferase activity was measured using a luciferase assay system (Promega) and normalized to β-Gal levels. siRNA targeted sequences were as follows: si*Mettl3*-1: 5′-GCUACCGUAUGGGACAUUA-3′; si*Mettl3*-2: 5′-CGGCUAAGAAGUCAAGGAA-3′; si*Ythdf1*-1: 5′-GGGUUGAUUGUUGCAUCUUUA-3′; si*Ythdf1*-2: 5′-GCCCACAGCUAUAACCCUAAA-3′; si*Ythdf2*-1: 5′-GCAAACUUGCAGUUUAUGUAU-3′; si*Ythdf2*-2: 5′-CCAUGCCCUAUCUAACUUCUU-3′; si*Ythdf3*-1: 5′-ACCAAUGUCAGAUCCAUAUAU-3′; si*Ythdf3*-2: 5′-CGUGUGGAGAUGUCCUAUUAA-3′; Scramble siRNA: UUCUCCGAACGUGUCACGUTT.

### Statistical analysis

Data were presented as means ± S.E. Differences between groups were analyzed by unpaired two-tailed Student’s *t* tests. *p* < 0.05 was considered statistically significant. *p < 0.05. **p < 0.01.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The data supporting the findings are available within the article and Supplementary Information. RNA-seq data files have been deposited into Gene Expression Omnibus database (www.ncbi.nlm.nih.gov/geo) with accession number GSE133216. m^6^ARIP-seq data that support the findings of this study have been deposited in GEO under accession code GSE141076. The source data underlying Figs. 1a–b, 2a–f, 3c–f, 5d–j, 6a–j, 7a–g, 8a–j, and 9a–d and Supplementary Figs. 1b–d, 2a–d, 3a, 5a–o, 6a–b, 7a–c, and 8a–d are provided as a Source Data file. All other data are available from the authors upon request.

## Source data

Source Data

## References

[1] Wu J (2012). Beige adipocytes are a distinct type of thermogenic fat cell in mouse and human. Cell.

[2] Petrovic N (2010). Chronic peroxisome proliferator-activated receptor γ (PPARγ) activation of epididymally derived white adipocyte cultures reveals a population of thermogenically competent, UCP1-containing adipocytes molecularly distinct from classic brown adipocytes. J. Biol. Chem..

[3] Barbatelli G (2010). The emergence of cold-induced brown adipocytes in mouse white fat depots is determined predominantly by white to brown adipocyte transdifferentiation. Am. J. Physiol. Endocrinol. Metab..

[4] Lowell BB, Spiegelman BM (2000). Towards a molecular understanding of adaptive thermogenesis. Nature.

[5] Cypess AM (2009). Identification and importance of brown adipose tissue in adult humans. N. Engl. J. Med..

[6] Saito M (2009). High incidence of metabolically active brown adipose tissue in healthy adult humans: incidence of metabolically active brown adipose tissue in healthy adult human. Diabetes.

[7] Virtanen KA (2009). Functional brown adipose tissue in healthy adults. N. Engl. J. Med..

[8] Yoneshiro T (2013). Recruited brown adipose tissue as an antiobesity agent in humans. J. Clin. Investig..

[9] Xue B (2007). Genetic variability affects the development of brown adipocytes in white fat but not in interscapular brown fat. J. Lipid Res..

[10] Harms MJ (2014). Prdm16 is required for the maintenance of brown adipocyte identity and function in adult mice. Cell Metab..

[11] Seale P (2007). Transcriptional control of brown fat determination by PRDM16. Cell Metab..

[12] Harms MJ (2015). PRDM16 binds MED1 and controls chromatin architecture to determine a brown fat transcriptional program. Genes Dev..

[13] Lefterova MI, Lazar MA (2009). New developments in adipogenesis. Trends Endocrinol. Metab..

[14] Puigserver P (1998). A cold-inducible coactivator of nuclear receptors linked to adaptive thermogenesis. Cell.

[15] Inagaki T, Sakai J, Kajimura S (2016). Transcriptional and epigenetic control of brown and beige adipose cell fate and function. Nat. Rev. Mol. Cell Biol..

[16] Yue Y, Liu J, He C (2015). RNA N6-methyladenosine methylation in post-transcriptional gene expression regulation. Genes Dev..

[17] Liu J (2014). A METTL3-METTL14 complex mediates mammalian nuclear RNA N6-adenosine methylation. Nat. Chem. Biol..

[18] Ping XL (2014). Mammalian WTAP is a regulatory subunit of the RNA N6-methyladenosine methyltransferase. Cell Res..

[19] Wang X (2014). N6-methyladenosine-dependent regulation of messenger RNA stability. Nature.

[20] Zhang Z (2010). The YTH domain is a novel RNA binding domain. J. Biol. Chem..

[21] Jia G (2011). N6-methyladenosine in nuclear RNA is a major substrate of the obesity-associated FTO. Nat. Chem. Biol..

[22] Zheng G (2013). ALKBH5 is a mammalian RNA demethylase that impacts RNA metabolism and mouse fertility. Mol. Cell.

[23] Bartosovic M (2017). N6-methyladenosine demethylase FTO targets pre-mRNAs and regulates alternative splicing and 3’-end processing. Nucleic Acids Res..

[24] Fry NJ, Law BA, Ilkayeva OR, Holley CL, Mansfield KD (2017). N(6)-methyladenosine is required for the hypoxic stabilization of specific mRNAs. RNA.

[25] Choe J (2018). mRNA circularization by METTL3–eIF3h enhances translation and promotes oncogenesis. Nature.

[26] Alarcon CR, Lee H, Goodarzi H, Halberg N, Tavazoie SF (2015). N6-methyladenosine marks primary microRNAs for processing. Nature.

[27] Patil DP (2016). m(6)A RNA methylation promotes XIST-mediated transcriptional repression. Nature.

[28] Fustin JM (2013). RNA-methylation-dependent RNA processing controls the speed of the circadian clock. Cell.

[29] Xiang Y (2017). RNA m(6)A methylation regulates the ultraviolet-induced DNA damage response. Nature.

[30] Chen T (2015). m(6)A RNA methylation is regulated by microRNAs and promotes reprogramming to pluripotency. Cell Stem Cell.

[31] Geula S (2015). Stem cells. m6A mRNA methylation facilitates resolution of naive pluripotency toward differentiation. Science.

[32] Wang, X. et al. m6A mRNA methylation controls autophagy and adipogenesis by targeting Atg5 and Atg7. *Autophagy* 1–15 (2019).10.1080/15548627.2019.1659617PMC746958331451060

[33] Wu R (2019). m6A methylation modulates adipogenesis through JAK2-STAT3-C/EBPβ signaling. Biochim. Biophys. Acta.

[34] Ma C (2018). RNA m(6)A methylation participates in regulation of postnatal development of the mouse cerebellum. Genome Biol..

[35] Lin Z (2017). Mettl3-/Mettl14-mediated mRNA N(6)-methyladenosine modulates murine spermatogenesis. Cell Res..

[36] Xu K (2017). Mettl3-mediated m(6)A regulates spermatogonial differentiation and meiosis initiation. Cell Res..

[37] Kobayashi, M. et al. TheRNA methyltransferase complex of WTAP, METTL3, and METTL14 regulates mitotic clonal expansion in adipogenesis. *Mol. Cell Biol.***38**, pii: e00116-18 (2018).10.1128/MCB.00116-18PMC606675129866655

[38] Li L (2017). Brown adipocytes can display a mammary basal myoepithelial cell phenotype in vivo. Mol. Metab..

[39] Bartelt A (2011). Brown adipose tissue activity controls triglyceride clearance. Nat. Med..

[40] Heine M (2018). Lipolysis triggers a systemic insulin response essential for efficient energy replenishment of activated brown adipose tissue in mice. Cell Metab..

[41] Dominissini D (2012). Topology of the human and mouse m6A RNA methylomes revealed by m6A-seq. Nature.

[42] Tokuyama K, Himms-Hagen J (1986). Brown adipose tissue thermogenesis, torpor, and obesity of glutamate-treated mice. Am. J. Physiol. Endocrinol. Metab..

[43] Vijgen GHEJ (2011). Brown adipose tissue in morbidly obese subjects. PLOS ONE.

[44] Lin S, Gregory RI (2014). Methyltransferases modulate RNA stability in embryonic stem cells. Nat. Cell Biol..

[45] Kajimura S (2015). Promoting brown and beige adipocyte biogenesis through the PRDM16 pathway. Int J. Obes..

[46] Seale P (2011). Prdm16 determines the thermogenic program of subcutaneous white adipose tissue in mice. J. Clin. Investig..

[47] Seale P (2008). PRDM16 controls a brown fat/skeletal muscle switch. Nature.

[48] Barak Y (1999). PPAR gamma is required for placental, cardiac, and adipose tissue development. Mol. Cell.

[49] Rosen ED (1999). PPAR gamma is required for the differentiation of adipose tissue in vivo and in vitro. Mol. Cell.

[50] Enerback S (1997). Mice lacking mitochondrial uncoupling protein are cold-sensitive but not obese. Nature.

[51] Wang X (2015). N(6)-methyladenosine modulates messenger RNA translation efficiency. Cell.

[52] Li A (2017). Cytoplasmic m(6)A reader YTHDF3 promotes mRNA translation. Cell Res.

[53] Shi H (2017). YTHDF3 facilitates translation and decay of N(6)-methyladenosine-modified RNA. Cell Res.

[54] Meyer KD (2015). 5’ UTR m(6)A promotes cap-independent translation. Cell.

[55] Yu J, Li Y, Wang T, Zhong X (2018). Modification of N6-methyladenosine RNA methylation on heat shock protein expression. PLoS ONE.

[56] Wu R, Jiang D, Wang Y, Wang X (2016). N (6)-methyladenosine (m(6)A) methylation in mRNA with a dynamic and reversible epigenetic modification. Mol. Biotechnol..

[57] Wu Y (2018). Mettl3-mediated m(6)A RNA methylation regulates the fate of bone marrow mesenchymal stem cells and osteoporosis. Nat. Commun..

[58] Hesser CR, Karijolich J, Dominissini D, He C, Glaunsinger BA (2018). N6-methyladenosine modification and the YTHDF2 reader protein play cell type specific roles in lytic viral gene expression during Kaposi’s sarcoma-associated herpesvirus infection. PLoS Pathog..

[59] Tsai K, Courtney DG, Cullen BR (2018). Addition of m6A to SV40 late mRNAs enhances viral structural gene expression and replication. PLoS Pathog..

[60] Zhao X (2014). FTO-dependent demethylation of N6-methyladenosine regulates mRNA splicing and is required for adipogenesis. Cell Res..

[61] Merkestein M (2015). FTO influences adipogenesis by regulating mitotic clonal expansion. Nat. Commun..

[62] Loos RJF, Yeo GSH (2014). The bigger picture of FTO—the first GWAS-identified obesity gene. Nat. Rev. Endocrinol..

[63] Fischer J (2009). Inactivation of the Fto gene protects from obesity. Nature.

[64] Tews D (2013). FTO deficiency induces UCP-1 expression and mitochondrial uncoupling in adipocytes. Endocrinology.

[65] Ren X (2017). A small-molecule inhibitor of NF-κB-inducing kinase (NIK) protects liver from toxin-induced inflammation, oxidative stress, and injury. FASEB J..

[66] Bartelt A (2017). Thermogenic adipocytes promote HDL turnover and reverse cholesterol transport. Nat. Commun..

[67] Shin H (2017). Lipolysis in brown adipocytes is not essential for cold-induced thermogenesis in mice. Cell Metab..

[68] Li X (2018). Islet α-cell inflammation induced by NF-κB inducing kinase (NIK) leads to hypoglycemia, pancreatitis, growth retardation, and postnatal death in mice. Theranostics.

[69] Dominissini D, Moshitch-Moshkovitz S, Salmon-Divon M, Amariglio N, Rechavi G (2013). Transcriptome-wide mapping of N(6)-methyladenosine by m(6)A-seq based on immunocapturing and massively parallel sequencing. Nat. Protoc..

How the deposited data were processed for this re-analysis (not part of the article)

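m6ARIP-seq of iBAT was analysed from the peak table that the authors deposited. It compares 1 IP and 1 input library of *Mettl3* flox/flox mice with 1 IP and 1 input library of BKO mice, each made from RNA pooled from 5 mice at 8 weeks of age. The other experiments of the paper, RNA-seq among them, were not analysed here. By the paper's methods, the authors trimmed adaptors with skewer, mapped reads to Ensembl GRCm38 with BWA (0.7.12-r1039) and called m6A peaks with MACS2 (2.1.0), and the text gives a false discovery rate under 0.05. How the peaks of both genotypes were joined into 1 table, how reads were counted, whether reads were paired and from which base coordinates count are not given in the sources used here.

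The authors give whole read counts for each region and library. They scaled these counts, with 1 added to each, to RPM, and the deposited fold enrichment is the IP RPM over the input RPM, a linear ratio. The deposited log2 ratio is that of the BKO over the flox/flox fold enrichment, and recomputing it from the fold enrichments gave the same values. The deposited marks for a called peak carry no q value. The lowest fold enrichment listed was 1.00 in each genotype, so regions at or below 1 in either genotype were left out of the table. Regions of few reads are pulled towards a ratio of 1 by the added 1, more so in the shallower flox/flox input. The symbols of 5924 of 6192 genes matched RefSeq's gene table of GRCm38.p6, which was used for gene coordinates only, and gene names are those of the deposited table.

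The table lists 10478 pairs of a peak and a gene over 9243 regions, of which 1105 lie over more than 1 gene and 1058 have no gene named. Each region was counted once, and a gene took the value of its region with the highest fold enrichment in either genotype. Places of peaks are the authors' labels for the peak center, grouped into 5′-UTR, first exon, internal exon, last exon, 3′-UTR, intron, intergenic and not named. A gene whose region also lies over another gene cannot be told apart from it by these counts. Counting intervals (95%) of fold enrichments and log2 ratios were taken on the log scale from the counts plus 1, with 2 reads per fragment, since most counts between 1 and 20 were even. The even share was 92.5% in the flox/flox IP, 91.3% in the flox/flox input, 80.8% in the BKO IP and 77.2% in the BKO input. Shares have Wilson intervals and medians have binomial order-statistic intervals. All of these cover counting only, and PCR copies are not independent molecules. The once-per-region count, the grouping of places, the 2 reads per fragment, the minimum of 20 input reads, the pooling of 4 marker lists and the comparison of IP levels were chosen after the table was seen.

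The gene lists were fixed before the data were examined: general adipose markers, lipogenesis, lipolysis and fatty acid oxidation, thermogenic genes, brown fat transcription factors, oxidative phosphorylation subunits, mitochondrially encoded transcripts, skeletal muscle genes, lipid uptake, lipid handling, m6A writers, readers and erasers, insulin and β-adrenergic signalling, macrophage and other immune markers, endothelial, fibroblast and Schwann cell markers, white adipocyte markers, and ribosomal protein and reference genes. Each list's median log2 ratio was ranked among 10000 random lists of the same size matched on mean input in 20 bins (5 or 20 where the place of the peak was matched too), as a description of these libraries. The rule for named genes took every gene the paper names, the members of the lists, and the 10 largest decreases and increases among genes with a called peak and an input level at or above the table's median in both genotypes. Its condition on the q value was replaced by the called marks. Which list members serve as examples was chosen after their values were seen, and 1 member is not reported here. The alternatives were other fold thresholds, other ways to combine the peaks of a gene, centring of log2 ratios, a pseudocount, filters on input and enrichment, and the peaks or pairs counted. After the table was seen, several columns, subsets and enrichment thresholds were also tried to find the numbers of peaks and transcripts that the paper states.

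Calculations used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and plots used Matplotlib 3.10.9. The intervals were tested on simulated counts for all 9243 regions with the table's depths, where 96.1% of intervals held the true log2 ratio, and 95.3% over the 4523 regions with at least 20 input reads in both genotypes. In those deep regions, true log2 changes of -2 and 2 came back as -2.02 and 1.98. The simulated counts were drawn with the same 2 reads per fragment, so they do not check that choice. Of 100 random lists of 10 genes, 3% ranked at or above the 95th percentile.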

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

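The skeletal muscle list and its ranking among matched lists were fixed beforehand, and the other tests in this part were chosen after the values were seen. The first pattern concerns places whose share of peaks the paper describes (Fig. 4a), and the others concern genes outside the BAT-selective ones.

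Peaks in the 5′-UTR and first exon had a median log2 ratio of 0.62 (0.49 to 0.75), against -1.29 for peaks in the last exon and 3′-UTR, a difference of 1.91. With at least 20 input reads in both genotypes the medians were 0.42 (0.20 to 0.58) and -1.23, and over regions called in both genotypes, a set chosen by the enrichment itself, they were -0.65 and -1.31, a difference of 0.66 (95% bootstrap interval 0.41 to 0.91), so peaks called in 1 genotype are not the whole of it. A change in expression of whole genes would leave no such difference between the peaks of a gene. Yet the 5′ peak had the higher log2 ratio in 88.5% (84.5 to 91.6%) of 314 genes with both kinds of peak. It did so in 38 of 43 genes whose peaks were called in both genotypes. Few input reads can act on each peak separately, so only genes with enough reads at both kinds of peak bear on them. In the 93 genes with at least 20 input reads at these peaks, the share was 93.5% (86.6 to 97.0%). A loss of input at the 5′ end would raise the ratio there, yet the input log2 ratio was higher at the 5′ peak, by a median of 0.62 (0.45 to 0.75), and by 0.26 (-0.08 to 0.58) in the 93 genes, where this explanation was taken to need -1.17 or below. Only regions with a fold enrichment above 1 in BKO iBAT were listed, so a peak less enriched in flox/flox iBAT had less room to fall. The median flox/flox fold enrichment was 2.48 at 5′ and 6.37 at 3′ peaks, and 5.65 and 8.06 over regions called in both genotypes. How much of the differences this bound makes was not tested. No biological explanation was tested, and a weaker effect of the *Mettl3* deletion at the 5′ end stays open. The values, relative to each library's total, do not show that 5′ sites gained m6A.

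Skeletal muscle genes had a median log2 ratio of 0.89 (0.03 to 1.96), with 17 of 20 higher in BKO iBAT and a percentile of 99.9 among matched lists. The counting interval lay above 0 for 2 of them and below 0 for 1. All but *Des* had their region called in BKO iBAT only, a class with a median of 1.01 over all its regions. The random lists were matched on input and not on this class, so the percentile cannot set muscle genes apart from it. Of the 20 muscle genes, 15 had fewer than 10 input reads in flox/flox iBAT, where the added 1 sets much of the ratio. The 4 with at least 20 input reads in both genotypes had a median of 0.02 with 3 higher (percentile 89.1), too few to decide. Input levels were higher in BKO iBAT for 20 of 20, from 4.87 to 214 RPM for the myosin gene *Myh4* and from 2.61 to 93.4 RPM for *Mylpf*. The paper reports higher expression of muscle genes in BKO iBAT from its RNA-seq and by qPCR (Fig. 3c). Such expression in brown fat and skeletal muscle tissue in the BKO pool cannot be told apart here. Both would raise the input of the whole list.

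Markers of immune, endothelial, fibroblast and Schwann cells, pooled from 4 lists, had a median log2 ratio of -0.20 (-1.02 to 1.48), with 16 of 30 lower in BKO iBAT, where matched lists had a median of -1.36 (percentile 99.1). Few input reads and the place of the peak do not account for the pooled value, since the percentile was 99.1 for the 21 markers with at least 20 input reads and 98.6 when lists were matched on place too in 5 input bins (98.5 in 20 bins), though it was 95.3 without the 9 endothelial markers. At that depth, endothelial (0.77, percentile 99.9, 8 genes) and immune markers (0.68, 99.6, 6 genes) ranked high. Fibroblast markers (-1.02, 61.8) did not, and the 2 Schwann cell markers left had a median of -1.77. The random lists were not matched on the genotype in which a peak was called. The percentiles therefore cannot tell a trait of these cells from one of peaks called in 1 genotype. Among abundant members, *Cdh5* was higher (2.36, 2.18 to 2.55), as was *Kdr* (1.70, 1.31 to 2.10, and 0.56 averaged over its peaks), while *C1qa* (-1.78, -2.11 to -1.45) and *Col1a2* (-1.03, -1.26 to -0.80, turning to 0.020 with centring) were lower, with higher IP levels (log2 ratios of RPM 0.30 and 1.11) and still higher input levels (2.08 and 2.14). An untested hypothesis is that cells of whole iBAT without *Ucp1*-driven Cre keep METTL3 and their m6A, which may hold for some of these cell types.

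The counting interval of the log2 ratio lay above 0 in 1106 regions and below 0 in 4119. In 137 regions neither flox/flox library had a read, and the added 1 gave each of them a fold enrichment of 1.06. The same rule gives 0.979 in BKO iBAT, and no listed region was without reads in both BKO libraries.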

How the results depend on the processing

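The settings of at least 20 input reads, of peaks called in both genotypes and of peak-gene pairs were chosen after the data were seen. The others, the lower quartile of input among them, were chosen before. The share of regions lower in BKO iBAT, 66.6%, was 57.5% at 1.5-fold and 50.8% at 2-fold, 68.4% and 73.8% without the regions below the lower quartile of input or of enrichment, and 49.99% after centring on the median of all regions, which fixes it by construction. It was 70.4% with at least 20 input reads in both genotypes and 81.3% over regions called in both. The median log2 ratio, -1.05, was -1.69 without those below the lower quartile of enrichment and -1.24 over regions called in both. The count of lower genes, 5000, was 2785 after centring on ribosomal protein and reference genes and 3030 with at least 20 input reads, where fewer genes were compared. Among flox/flox peaks, the last exon and 3′-UTR held 71.8% over regions called in both and 76.3% with at least 20 input reads, and the 5′-UTR and first exon 6.10% over regions called in both. Regions called in both are the same regions for each genotype, so BKO peaks have the same 71.8% and 6.10% by construction. With at least 20 input reads, the shares of BKO peaks were 70.9% and 7.57%, and the second was 4.24% for flox/flox peaks. With 1 added to both fold enrichments, the log2 ratio was -1.65 for *Pparg* and -1.79 for *Ucp1*, and with centring -1.27 and -1.51. Centring moved the median of mitochondrially encoded transcripts to 1.32 and turned those of lipid handling genes (0.022), m6A writers, readers and erasers (0.31), fibroblast (0.39) and Schwann cell markers (0.43) above 0. It also turned *Lpl* (0.028) and *Col1a2* (0.020). The median of skeletal muscle genes was 0.015 with at least 20 input reads, and *Ucp2* (-1.02) and *Ucp3* (-1.68) turned below 0. Beyond what a setting does by construction, the cause was not tested. Alternatives that need a q value, a peak summit, separate peak lists or the genome sequence (stricter q, stop codon windows, minimum overlap, motifs) were not run. No paired analysis was possible because there is 1 library pair per genotype. Depth was lowest in the flox/flox input, with a median of 20 reads per region.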

Differences from the paper's values

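The paper states 9989 m6A peaks in flox/flox iBAT at a false discovery rate under 0.05, and the deposited table marks 6247 regions as called there, without q values. No listed region had a fold enrichment at or below 1 in either genotype. Flox/flox peaks that fell to 1 or below in BKO iBAT would therefore be missing from the 6247, and their number is not known. Of the alternatives set before the data were examined, a fold enrichment of at least 2 gives 6014 and leaving out peaks with no gene gives 5449, and both differ from the paper's number too. Counting peak-gene pairs, chosen after seeing the values, gives 7140, which is within 1.5 times of it. Other columns, subsets and enrichment thresholds were tried after seeing the values, and none gave the paper's 9989 peaks or its 6845 transcripts, against which 5332 genes were counted here.

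The paper's pie chart for BKO iBAT puts about 40% of peaks at the stop codon and in the 3′-UTR (Fig. 4a, read by eye), and here 69.2% of exonic BKO peaks lay in the last exon or 3′-UTR. The classes are not the same, since the deposited labels have a last exon in place of a stop codon, and none of the alternatives set before the data were examined was run for this share, as they need a summit, a q value or the genome.

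The paper's 5383 transcripts with decreased m6A stand beside 5000 genes here, within 1.5 times. The number 5383 is reached by peak-gene pairs at least 2-fold lower in BKO iBAT, a count chosen after seeing the values. These pairs cover 4148 genes and include 668 with no gene named. For *Prdm16*, *Pparg* and *Ucp1*, the direction is the one the paper gives.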

Other observations

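Transcripts of insulin and β-adrenergic signalling were lower in m6A enrichment in BKO iBAT for 12 of 17 genes with a peak, with a median log2 ratio of -1.69 (-3.01 to 0.19) at percentile 25.9 of matched lists. The median was -0.78 at percentile 79.7 with at least 20 input reads (10 of 15 lower), and -0.82 averaged over the peaks of each gene. The β1-adrenergic receptor gene *Adrb1* (-3.01, -3.89 to -2.13, and -0.82 averaged over its peaks) and the insulin receptor substrate gene *Irs2* (-2.13, -2.76 to -1.50) were lower, while *Pik3r1*, a regulatory subunit of PI3 kinase (1.40, 1.01 to 1.79), and the transcription factor gene *Creb1* (2.45, 1.16 to 3.74) were higher. Of 9 genes of m6A writers, readers and erasers with a peak, 6 were lower, with a median of -0.74 (-2.23 to 0.63) at percentile 71.9 that turns to 0.31 with centring and was -0.11 averaged over peaks. *Wtap* (-1.81, -2.54 to -1.07) and the nuclear reader gene *Ythdc1* (-2.23, -3.22 to -1.24) were lower, at -0.99 and -0.11 averaged over their peaks, and *Rbm15b*, a writer subunit, was higher (1.03, 0.39 to 1.66). The IP level was lower in 3 of the 9 genes, and for *Ythdc1* it was 24.4 RPM in flox/flox and 26.7 RPM in BKO iBAT. Ribosomal protein and reference genes had a median of -1.89, with 6 of 8 lower (percentile 18.1), among them *Rpl4* (-3.94, -4.40 to -3.47) and *Eef1a1* (-4.27, -4.55 to -3.99, in a region over 2 genes).

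The 3 mitochondrially encoded transcripts with a region were slightly higher as deposited, *mt-Nd2* at 0.16 (0.13 to 0.20) and *mt-Nd5*, whose region is shared with *mt-Nd6*, at 0.27 (0.24 to 0.31), with their median at percentile 93.7. Both levels were lower in BKO iBAT, with log2 ratios of -1.31 for the IP and -1.47 for the input of *mt-Nd2*, and -1.55 and -1.82 for *mt-Nd5*. With 1 added to the fold enrichments, the values were 0.095 and 0.16. White adipocyte markers had a median of 0.07 (-2.01 to 2.49), with 3 of 7 lower (percentile 90.1) and 0.25 averaged over peaks. *Lep* was lower (-2.01, -3.47 to -0.55, on 8 flox/flox input reads and with a higher IP level), and *Retn* stood at the median (0.07, -0.30 to 0.45). Taken by list, macrophage and other immune markers had a median of 0.14 with 4 of 9 lower (percentile 94.1), endothelial markers 0.54 with 4 of 9 lower (98.7), fibroblast markers -0.65 with 4 of 6 lower (77.8), and Schwann cell markers -0.62 with 4 of 6 lower (69.3), the last 2 medians turning to 0.39 and 0.43 with centring. Within a gene, regions often went both ways: of 1750 genes with more than 1 region, 918 had both a lower and a higher region in BKO iBAT, a count chosen after the table was seen.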
